# A Multi-Parameter Analysis of Cellular Coordination of Major Transcriptome Regulation Mechanisms

**DOI:** 10.1038/s41598-018-24039-1

**Published:** 2018-04-10

**Authors:** Wen Jiang, Zhanyong Guo, Nuno Lages, W. Jim Zheng, Denis Feliers, Fangyuan Zhang, Degeng Wang

## Abstract

To understand cellular coordination of multiple transcriptome regulation mechanisms, we simultaneously measured transcription rate (TR), mRNA abundance (RA) and translation activity (TA). This revealed multiple insights. First, the three parameters displayed systematic statistical differences. Sequentially more genes exhibited extreme (low or high) expression values from TR to RA, and then to TA; that is, cellular coordination of multiple transcriptome regulatory mechanisms leads to sequentially enhanced gene expression selectivity as the genetic information flow from the genome to the proteome. Second, contribution of the stabilization-by-translation regulatory mechanism to the cellular coordination process was assessed. The data enabled an estimation of mRNA stability, revealing a moderate but significant positive correlation between mRNA stability and translation activity. Third, the proportion of mRNA occupied by un-translated regions (UTR) exhibited a negative relationship with the level of this correlation, and was thus a major determinant of the mode of regulation of the mRNA. High-UTR-proportion mRNAs tend to defy the stabilization-by-translation regulatory mechanism, staying out of the polysome but remaining stable; mRNAs with little UTRs largely followed this regulation. In summary, we quantitatively delineated the relationship among multiple transcriptome regulation parameters, *i.e*., cellular coordination of corresponding regulatory mechanisms.

## Introduction

Genomic sequences are readily available for a large and ever-increasing number of species. These sequences, like English literature, represent static strings of symbols/alphabets (A, T, C, and G). Hence, genomic sequences are often analogized to the “book” of life. As an extension of the analogy, the cell can be considered as the “reader” of the genomic “book”, and the multi-stepped gene expression process as the “reading” process^1–4^. Through the gene expression process, the seemingly simplistic genomic alphabetical strings are selectively and dynamically transcribed into transcriptome sequences, which are in turn translated into amino acid sequences in the proteome – the main machinery that controls biochemical reactions and processes in support of cellular functions. This process is integral to essentially all cellular activity and entails multiple regulatory mechanisms. A complex picture of the relationship among these regulatory mechanisms has recently emerged^5–11^.

In some omics experiments, mRNA and protein abundance are measured simultaneously. One lesson we learned is that correlation between the two is not always satisfactory enough for mRNA abundance to be a reliable predictor of protein abundance. This discrepancy had been observed prior to the genomic era^12,13^. It was confirmed in the yeast *S. cerevisiae* by one of the first simultaneous transcriptome and proteomic measurements^14^, and then observed in many other high-throughput studies^5,9,10,15–21^.

Transcriptome analysis techniques have also been coupled to conventional experimental protocols to measure other gene expression parameters. Initially microarray^22–25^, and then next generation sequencing (NGS)^26,27^, were coupled to the nuclear run-on technique for genome-wide transcription rate measurement. Additionally, NGS was coupled to metabolic labeling of nascent transcripts to measure transcription rates^10,28–31^. It was also coupled to RNA polymerase II chromatin immunoprecipitation (ChIP) for the same purpose. These strategies enabled simultaneous transcription rate and mRNA abundance measurement. Once again, some levels of discrepancy were observed in that mRNA abundance was not always a good predictor of transcription rate.

These observed discrepancies among gene expression parameters were a reflection of the complexity of the gene expression process^32^, and should be informative for us to unravel the complexity. At the same time when nascent RNA and protein are produced, existing RNA and protein are being selectively degraded. The abundance of protein and mRNA represent the balance of the respective production and degradation. Discrepancy among gene expression parameters is considered evidence for some levels of decoupling among transcription, translation, mRNA degradation and protein degradation; that is, the gene expression parameters can be divergently regulated. Given the technical feasibility, multi-parameter approaches are being used to study the discrepancy and glean out fundamental gene expression regulation principles. Such studies will potentially lead to more efficient gene expression analysis strategies that generate more informative data.

Such multi-parameter approaches should be especially fruitful for transcriptome analysis. The polysome profiling analysis utilizes NGS to quantify polysome-associated mRNAs, i.e., actively translating mRNAs, thus enabling genome-wide analysis of translation activity. Similarly, the ribosome profiling analysis utilize NGS to quantify mRNA fragments protected from RNase digestion by the ribosome^33,34^. Thus, all techniques are in place for genome-wide integration of transcription rate (*i.e*., GRO-seq), mRNA abundance (RNA-seq) and mRNA translation activity (*i.e*., polysome profiling). This will generate an integrative view of the transcriptome and its dynamic regulation, i.e., how the multiple transcriptome regulatory mechanisms are coordinated.

Additionally, such data is needed as a platform to study mediation of post-transcriptional regulation by mRNA untranslated regions (UTR), where regulatory signals for post-transcriptional regulation are embedded. It is well documented that mRNA UTRs are responsible for mRNA stability and translation control. They contain binding sites for microRNA and many regulatory RNA-binding proteins. They are common in mammalian mRNAs; *e.g*., human mRNAs, on average, have ~1000 nucleotide long UTRs (~800 nucleotide 3′- and ~200 nucleotide 5′-UTRs). Systematic functional study of the UTRs, however, awaits multi-parameter datasets that enables simultaneous study of mRNA stability and translation activity.

Thus, we generated a multi-parameter snapshot of the transcriptome by simultaneous genome-wide measurement of transcription rate (TR), mRNA abundance (RA) and translation activity (TA); we also estimated mRNA stability/degradation by the RA to TR ratio. The data enabled a quantitative delineation of cellular coordination of these regulatory mechanisms. Briefly, the data revealed functional consequences of the cellular coordination activity. We assessed, for the first time, the contribution of the mRNA-stabilization-by-translation regulatory mechanism to transcriptome regulation, as it is known that actively translating mRNA is protected from degradation^35,36^. Analysis of the data in conjunction with mRNA UTRs revealed further insights into, and the roles of UTRs in, cellular coordination of these transcriptome regulatory mechanisms.

## Results

### Simultaneous measurement of TR, RA and TA

Previously, we analyzed publicly available genomic datasets, in which two gene expression parameters were simultaneously measured^37,38^. In those studies, we attempted to explain the discrepancy among gene expression parameters, which seemed mysterious then to most scientists, from the perspectives of biochemical pathway/network control and cellular operations. Though the genome-wide measurement techniques have since greatly advanced and many datasets have recently been published^39^, we have not seen a dataset that integrate TR, RA, TA and mRNA stability. The translational data in such studies are mass-spectrometry-based, and thus the coverage is not nearly genome-wide. In the present work, we took advantage of the genome-wide analysis power of NGS and its versatility through successful coupling to a variety of conventional experimental protocols. Our goal was to obtain a genome-wide multi-parameter snapshot of the transcriptome through simultaneous measurements of TR, RA and TA in the HCT116 human colon cancer cells. We choose HCT116 due to its popularity and its near diploid. Lots of data are available and many useful genetic modification have been done. This makes our dataset more valuable to the research community, and also makes it feasible to facilitate our future studies with the HCT116 genetic variants and these public datasets. The experimental strategy is illustrated in Fig. 1. The experiments were performed with HCT116 cells in exponential growth (log) phase (see Materials and Methods for details). RA was measured using standard RNA-seq method. Simultaneously, we measured genome-wide TR and TA, using the GRO-seq technique and the polysome profiling technique, respectively. We chose GRO-seq for two reasons: first, its higher sensitivity than the RNA Polymerase II ChIP-seq (Pol-II ChIP-seq) analysis; and, second, to avoid the need for label-time calibration associated with metabolic labeling based methods (*i.e*., 4sU-seq). Nevertheless, it has been shown that 4sU-seq data agree well with Pol-II ChIP-seq, and thus GRO-seq, data^29^. Therefore, our selection of TR measurement method should not matter. Polysome profiling was performed as previously described (see Methods for detail)^40,41^, with a polysome profile illustrated in Figure S1. The NGS reads were aligned to the human genome with TopHat^42^ and the read counts for expressed genes were calculated with the HTSeq-count software^43^. The read counts were then converted into Reads Per Kilo-base Per Million Mapped Reads (RPKM) values. 

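HCT116 is an established human colorectal carcinoma cell line. TR, RA and TA in its log-phase cells were each read from separate libraries, 2 for TR, 3 for RA and 2 for TA, 7 in all. GRO-seq reads the RNA that engaged polymerases extend in isolated nuclei, and polysome profiling reads the mRNA that sediments with ribosomes. The authors deposited the RPKM of each gene in each library, with the replicates kept apart, for 20072 gene symbols. Of these, 20056 had values and 18187 had at least 1 read in some library. Each RPKM value is a read count scaled by exon length and library size, and the values were used here without further normalization. Because every value times its exon length and library size came out as a whole number, the library sizes could be worked out from the values. They were 3391897 and 5629982 reads for TR, 20299018, 22532134 and 20560372 reads for RA, and 30805391 and 22421062 reads for TA. The median library size was 4510939.5 reads for TR, 20560372 for RA and 26613226.5 for TA, so the largest library held 9.08 times the reads of the smallest. Between 99.7% and 99.8% of each of these totals lay on the exons of the listed genes. The totals thus hold almost only reads counted over exons. They do not give the number of reads sequenced or mapped, nor the share of reads outside exons. For a gene of the median exon length, 3182.5 bases, 1 RPKM stood for 10.8 reads in the smallest library and 98.0 reads in the largest. These reads carry no molecular identifiers, so precision taken from them covers counting error only. TR, RA and TA of a gene were taken as the arithmetic mean RPKM of the replicates and used on the log2 scale. The RPKM values are shares of a library and hold no measure of RNA molecules per cell.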

With a cut-off of 1 RPKM for at least one of the three parameters, 12921 genes were found expressed in the HCT116 cells. 

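In the deposited values, 14305 genes had a mean of at least 1 RPKM in at least 1 of TR, RA and TA. The threshold was reached by 14193 genes in TR, 11632 in RA and 10932 in TA, and 10825 genes reached it in all 3 parameters. For 2632 genes only TR reached it, while 112 genes reached it in RA or TA but not in TR. Of the expressed genes, 13734 were protein-coding in the reference annotation. A mean above 0 in TR, RA and TA was found for 13789 of the expressed genes, which are the genes used for ratios and regressions. The other 516 were at 0 in at least 1 parameter, with 475 at 0 in TA, 180 at 0 in RA and 3 at 0 in TR. Among the alternatives tried, the count moved most with a threshold of 2 RPKM, which left 13509 genes.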

As expected, the experimental results are highly repeatable. For all three parameters, respective biological replicates are extremely consisten with each other, with linear regression R-squred values of at least 0.94 (see Methods for detail). 

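The regression of log2 RPKM between the TR replicates had an R-squared of 0.928 over 14268 expressed genes. Among the RA replicates it was 0.921 for replicates 1 and 2, 0.953 for replicates 1 and 3 and 0.958 for replicates 2 and 3. The TA replicates gave 0.958 over 13377 genes. These values are across genes, and genes are not independent replicates. The SD between replicates of a gene, pooled over genes on the log2 scale, was 0.31 for TR, 0.44 for TA, and for RA 0.56 for replicates 1 and 2, 0.43 for replicates 1 and 3 and 0.41 for replicates 2 and 3. Spearman's rho lay between 0.956 and 0.982 over the same pairs. R-squared moved most when only genes with an RPKM of at least 1 in each of TR, RA and TA were used, which gave 0.852 for RA replicates 1 and 2.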

The dataset provides a unique opportunity to generate mechanistic insight into cellular cordination of major transcriptome regulatory mechanisms.

**Figure 1:**
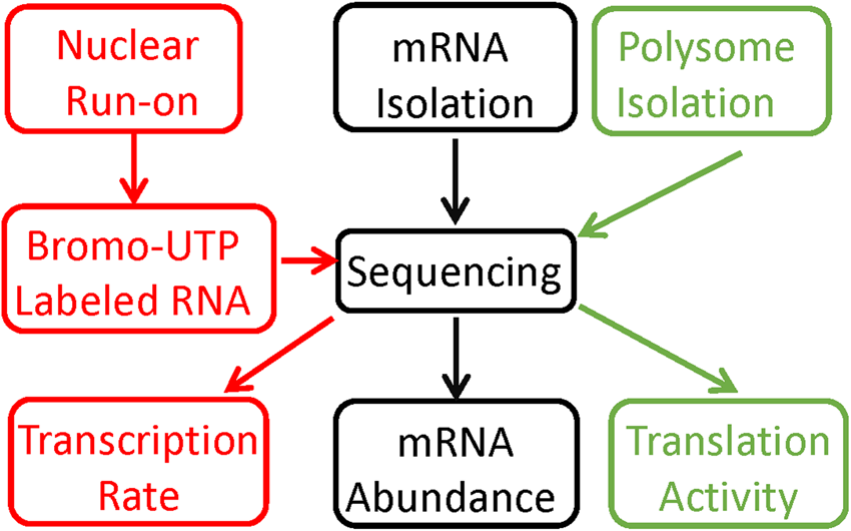
Experimental strategy. Log-phase HCT116 cells were split up into three parts. One part was used to extract total mRNA for RNA-seq analysis to measure steady-state mRNA abundance (RA) (black texts and arrows). One part was used to perform nuclear run-on to generate bromo-UTP labeled nascent RNA for sequencing, that is, GRO-seq analysis to measure transcription rate (TR) (red texts and arrows). The last part was used to isolate and quantify polysome associated mRNA to measure translation activity (TA) (green texts and arrows).

### Comparative analysis of the three gene expression parameters, revealing sequentially higher levels of selectivity from transcription to translation

Comparative analysis of the three gene expression parameters revealed extensive differences among them. 

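Across the 13789 genes, Pearson's r on the log2 scale was 0.968 between RA and TA, 0.649 between TR and RA and 0.604 between TR and TA. Genes are not independent replicates, so the spread of these relations was also read from single libraries. The R-squared of 1 RA and 1 TA library lay between 0.882 and 0.929. For 1 TR and 1 RA library it lay between 0.358 and 0.459, and for 1 TR and 1 TA library between 0.322 and 0.420. No pair of a TR library with a library of another parameter reached the range of the pairs of RA and TA libraries.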

Individual pairwise comparison resulted in, as expected, a general trend of good correlation; that is, an association of a high value of one parameter with high values of other parameters. However, regression analysis revealed quite dramatic differences, which are beyond intrinsic experimental noises, among the three parameters (Fig. 2). In Fig. 2A, TR and RA are plotted as red data points, with TR as y-axis and RA as x-axis; in the same scatter plot, one RA biological replicate (RA2) and another RA replicate (RA1) is plotted as black data points, with RA2 as y-axis and RA1 as x-axis; the two RA replicates illustrate the level of the intrinsic experimental noises. 

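Taking each RA library against each other one in both orders gave 6 regressions, and their slopes on the log2 scale lay between 0.951 and 0.992. The slope of RA replicate 2 on RA replicate 1 was 0.951 with a standard error of 0.00244 over 13593 genes.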

The two RA replicates agree with each other, with a linear regression slope of about 1 and a low level of dispersion along the regression line. However, the TR-RA regression is dramatically different. The slope of the regression line is only 0.5, suggesting systematic difference between the two parameters. 

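The least squares slope of log2 TR on log2 RA was 0.359 (standard error 0.00358). With 1 TR and 1 RA library at a time, the 6 slopes lay between 0.345 and 0.385, and none fell within the range of the slopes between RA replicates. The slope depended most on which parameter was regressed on which, because with the axes exchanged RA rose by 1.17 for each unit of TR. A reduced major axis, which treats both axes alike, gave 0.553. When TR and RA libraries with the same replicate number were taken as pairs, in a replicate block, the slope was 0.365. Across 10825 genes, the difference between RA replicates 1 and 2 correlated with that between the TR replicates with an r of 0.149.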

Additionally, in Fig. 2B, TA and RA are plotted as red data points, with TR as y-axis and RA as x-axis; RA2 and RA1 are plotted in the same manner as in Fig. 2A. The TA-RA regression line is different from the RA2-RA1 line. The change in the slope of the regression line, an increase to 1.11, is not as dramatic. But, statistically, it is highly significant, with a p-value of less than 1E-200 – essentially zero (see Methods for detail). Thus, systematic discrepancies exist among the three key transcriptome parameters.

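The slope of log2 TA on log2 RA was 1.12 (standard error 0.00246). With 1 TA and 1 RA library at a time, the 6 slopes lay between 1.08 and 1.11, and each was above every slope between RA replicates. A z score from the standard errors of the regressions, with the slope of RA replicate 2 on replicate 1 subtracted, was 49.3 for TA, where the paper's formula has the opposite sign. The same score for TR, which the paper does not give, was -137. That score counts each gene as an independent observation, which genes are not, so the library pairs give the replicate error. Among the alternatives, exchanging the axes moved the slope most, to 0.836. With libraries paired by replicate number as a block the slope was 1.09. In the pairing check, the difference between RA replicates 1 and 2 correlated with that between TA replicates 1 and 2 with an r of -0.562 across genes, so the numbers did not mark libraries that deviate together. With the pairing crossed, an alternative chosen after the data were seen, the slope was 1.10. Pairing RA replicate 2 with TA replicate 1 and RA replicate 3 with TA replicate 2, also chosen after the data were seen, gave 1.11. From these regressions, the paper concludes that systematic discrepancies exist among the 3 parameters.

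**Figure D1:**
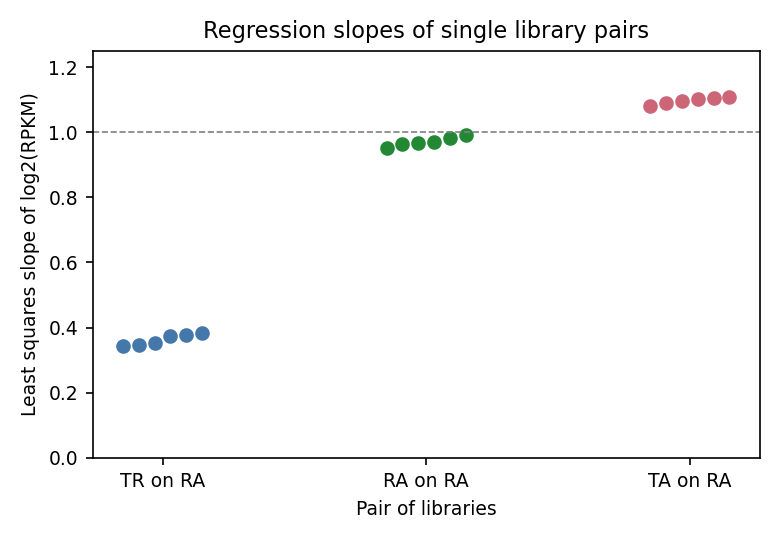
Least squares slopes of log2 RPKM for single pairs of libraries, with 1 point per pair, in 3 groups along the horizontal axis (TR on RA, RA on RA and TA on RA) and the slope on the vertical axis. The slopes of TR on RA lie between 0.345 and 0.385, those of RA on RA between 0.951 and 0.992 and those of TA on RA between 1.08 and 1.11, and the dashed line marks a slope of 1.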

**Figure 2:**
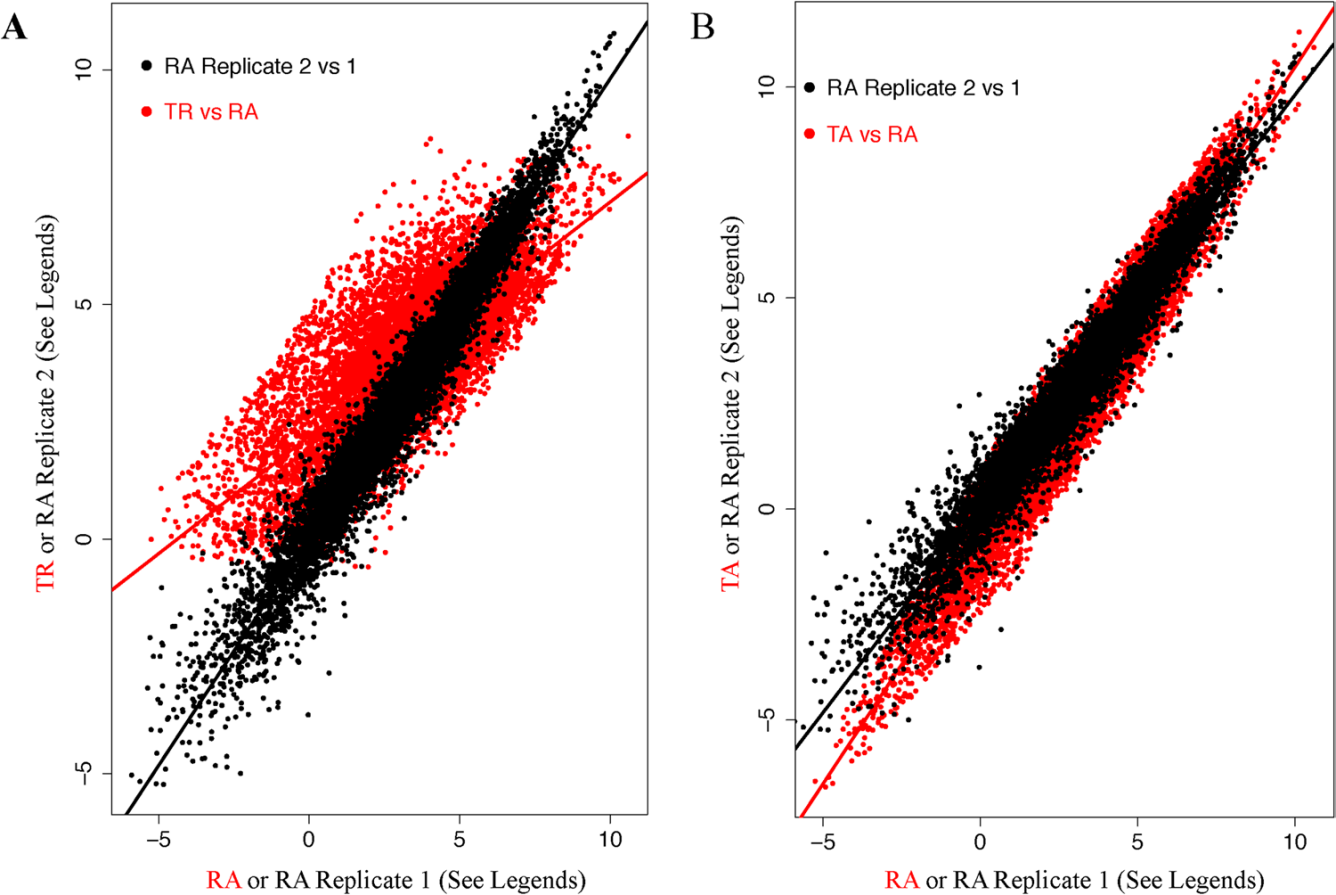
Comparison of TR, RA and TA to illustrate the discrepancy among the three parameters. (**A**) Scatter plot of TR (y-axis) versus RA (x-axis) (red) and RA biological replicate 2 (Y-axis) versus RA biological replicate 1 (x-axis) (black). (**B**) Scatter plot of TA (y-axis) versus RA (x-axis) (red) and of two RA biological replicates (black). The same two RA biological replicates are used in (**A** and **B**). The linear regression lines are also shown.

A systematic trend was observed when the statistical features of the three parameters were compared. 

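Across the 13789 genes, the SD of the log2 values was 1.57 for TR, 2.84 for RA and 3.29 for TA. Each library was also measured on its own over the 13244 genes above 0 in all 7 libraries. The SD was 1.53 and 1.54 in the TR libraries, 2.55, 2.53 and 2.55 in the RA libraries, and 2.96 in both TA libraries. Every RA library thus lay above every TR library and below every TA library. In an exact one-sided Jonckheere-Terpstra test of a rise from TR to RA to TA, p was 0.0048, the smallest that the 210 arrangements of the libraries allow. The difference between RA and TR moved most with only genes of at least 1 RPKM in each of TR, RA and TA, where it was 0.38 in place of 1.27. The difference between TA and RA, 0.45, moved most with a pseudocount of 1, which gave 0.13. With a replicate block, over libraries 1 and 2 of each parameter, the mean SDs were 1.54, 2.54 and 2.96.

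**Figure D2:**
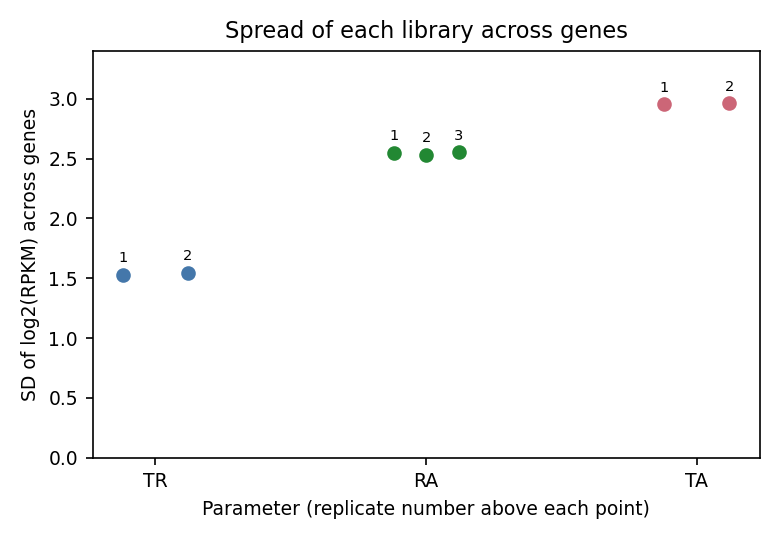
SD of log2 RPKM across genes in each library, with 1 point per library, grouped by parameter on the horizontal axis and labelled with the replicate number, and the SD in log2 units on the vertical axis. The TR libraries lie at 1.53 and 1.54, the RA libraries between 2.53 and 2.55 and the TA libraries at 2.96.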

The levels of dispersion of the three profiles increase from transcription rate to mRNA abundance, and then to translation activity. 

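The lowest log2 value was -5.37 for TR, -9.62 for RA and -10.37 for TA, and the highest was 10.41, 12.33 and 13.04. The value range was therefore 15.78 for TR, 21.95 for RA and 23.41 for TA. The mean of the log2 values fell in the same order, from 3.76 for TR to 2.77 for RA and 2.26 for TA. The lowest values rest on few reads, so the lower end of each range depends on the depth of the libraries. The lower end for TR also depends on the rule for expressed genes, and without a filter it was -7.04.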

Schematically, the trend is illustrated by a comparison of the histograms of the three parameters shown in Fig. 3; quantitatively, this trend is illustrated by the sequential increase of two standard statistical parameters – the standard deviation and the value range of the three profiles (Table S1). This trend is consistent with the observations in Fig. 2, where the two regression lines in Fig. 2A indicate that RA tends to have higher values than TR for high expression level genes and lower values than TR for low expression level genes, and thus has higher dispersion than TR; similarly, the two regression lines in Fig. 2B indicate TA has higher dispersion than RA.

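Of the 1379 genes with the highest RA, 89.3% had RA above TR. Their median log2 ratio of RA to TR was 1.21, and 56.1% of them had TA above RA. Of the 1378 genes with the lowest RA, 0 had RA above TR and the median log2 ratio of RA to TR was -5.44. In this group, TA was above RA for 15.6% of the genes, and the median log2 ratio of TA to RA was -1.13 against 0.14 in the group with the highest RA. The groups were formed on RA, which is also part of both ratios. In the group with the lowest RA, 100% of the genes had at least 1 RPKM in TR and 0.0726% had it in RA or TA, so RA below TR followed from the rule for expressed genes. Without a filter, the 1541 genes with the lowest RA had RA above TR in 2.34% of cases and a median log2 ratio of RA to TR of -4.17. TA was then above RA for 34.9% of them. Their median log2 ratio of TA to RA was -0.55, against 0.11 for the genes with the highest RA.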

**Figure 3:**
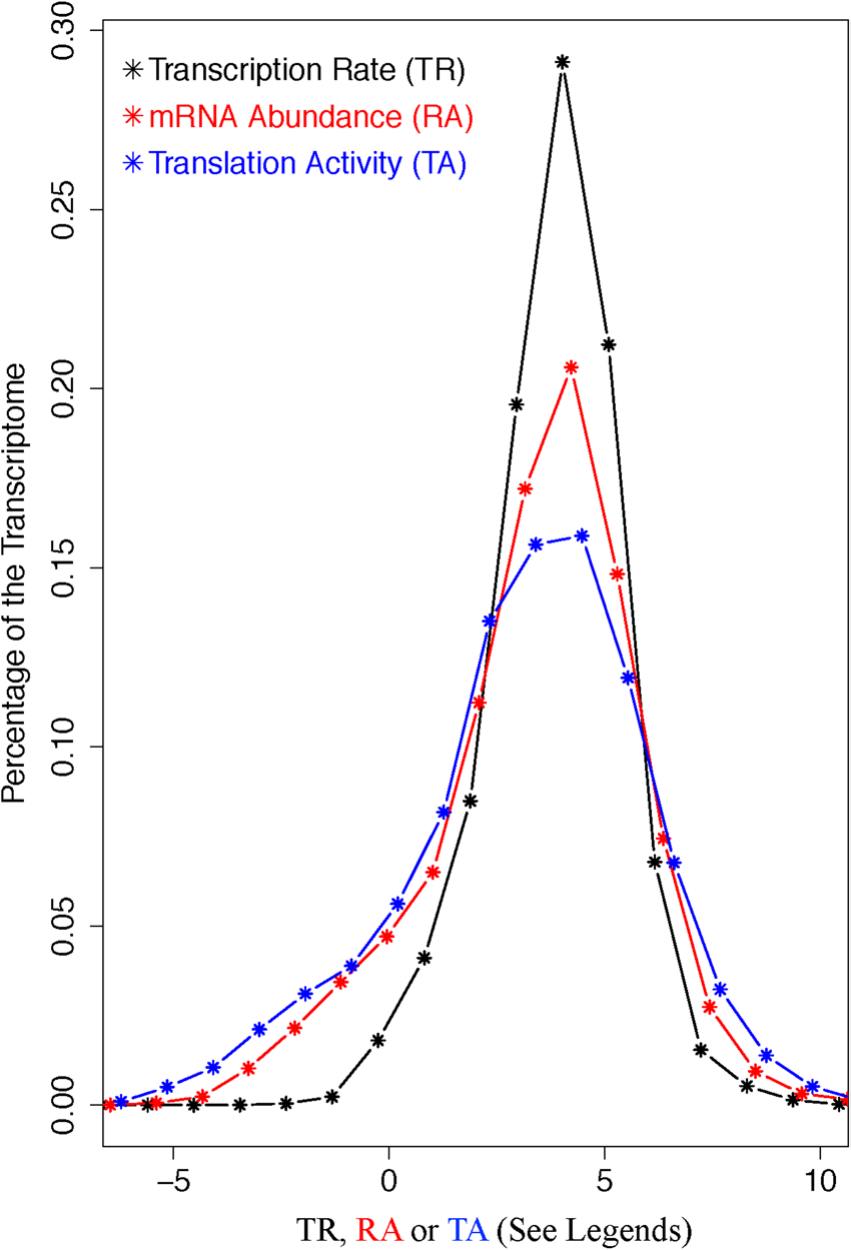
Comparison of the profiles/histograms of the three transcriptome parameters – TR, RA and RA. Histograms of TR (black), RA (red) and TA (blue) are shown as specified by the legends inside the figure. The RA and TA histograms are shifted a little bit so that the three histograms have theirs peaks in the same x-axis range, in order to better display the increased levels of dispersion from TR and RA and then to TA.

Thus, both regression analysis and statistical parameters of the distributions demonstrate that more and more genes display extreme (either low or high) parameter values from TR to RA, and then to TA. That is, the functional consequence of cellular coordination of the major transcriptome regulatory mechanisms is sequentially enhanced gene expression selectivity as the genetic information flow in the direction dictated by the molecular biology Central Dogma (from genome to mRNA, then to protein). 

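A log2 value below -2 was found for 23 genes in TR, 1053 in RA and 1640 in TA, which was 0.167%, 7.64% and 11.9% of the 13789 genes. The rule for expressed genes removes most low TR values, because all but 112 of the 14305 expressed genes reached 1 RPKM in TR, so the low TR count is largely fixed by that rule. Without a filter, 776 genes were below -2 in TR, 2442 in RA and 3102 in TA, or 5.04%, 15.8% and 20.1% of 15411 genes. At the other end, 76 genes had a log2 value above 8 in TR, 165 in RA and 238 in TA. From the regressions and the distributions, the paper concludes that genes with extreme values are more numerous in RA than in TR, and more numerous again in TA, and that gene expression selectivity is enhanced in that order.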

We are aware that high-throughput analysis suffers from potential batch effect^44^. Batch effect tends to be randomly distributed and enhance experimental noise, and becomes a significant technical problem when it somehow correlates with key analysis parameter. Since our experiment uses three methodologies, batch effect might occur. However, this is unlikely the cause of observed discrepancy among the three parameters due to: (1) the histogram of mRNA and protein abundance in Fig. 2b of the work of Schwanhausser *et al*. was generated with different methodologies and independently support this notion of enhanced gene expression selectivity from transcriptome to proteome, though the authors did not notice it in the paper^10^; (2) potential batch effect is unlikely aligned so-well with the direction of the molecular biology central dogma (transcription to mRNA abundance, and then to translation); (3) the function/pathway-specific pattern and the effect of mRNA UTR proportion on the mRNA stabilization-by-translation regulatory mechanism, to be described later, further exclude batch effects, as batch effect cannot possibly correlate with all these parameters. Next, we further dissected our dataset to decipher the underlying mechanisms that give rise to the observed discrepancies and lead to the sequential enhancement of gene expression selectivity.

### Contribution of mRNA-stabilization-by-translation to the sequential enhancement of gene expression selectivity

We tested whether, and to what extent, the TA-RA and the RA-TR discrepancy are related with each other. The TA-RA discrepancy is a reflection of mRNA translation regulation; enrichment of mRNA species with high translation activity in polysome complexes leads to higher TA values than RA values – and *vice versa*. In the case of TR and RA, the discrepancy mostly results from regulation of both mRNA degradation and, to a much lesser extent, from RNA processing. RNA processing is extensively coupled to transcription^45^, and transcription was shown to be on average more than three folds slower than RNA processing^6^. Transcription should be, in most cases, the rate limiting step in mRNA production. Thus, TR, as has been reported, closely correlates with mRNA production rate^6^. By extension, TR-RA discrepancies should be mostly accounted for by mRNA stability control; unstable mRNA (or high degradation rate) leads to lower RA values than mRNA production rate and, in turn, TR values – and *vice versa*. Furthermore, it is known that active translation shields mRNAs from degradation, thus stabilizing the mRNA molecules and contributing to the discrepancy between mRNA production rate and RA^35^. In other words, translation activity should be a major determinant of how RA deviates from mRNA production rate and, in light of close correlation between TR and mRNA production rate, the TR-RA discrepancy. Our data provide a unique opportunity, to our knowledge for the first time, for a genome-wide and quantitative assessment of the contribution of this stabilization-by-translation regulatory mechanism to transcriptome regulation. For this purpose, we used the log_2_(TA/RA) and log_2_(RA/TR) log ratios as translation index and RA-TR discrepancy index, respectively. 

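The RA-TR discrepancy index, log2(RA/TR), is the stability index of the paper's Fig. 4. Over the 13789 genes the stability index had a median of -0.50 and an SD of 2.17, and the translation index, log2(TA/RA), a median of -0.47 and an SD of 0.89. The stability index was above 0 for 35.9% of genes and the translation index for 30.0%. Both zero points depend on how libraries are scaled, since RPKM values are relative. In limma on log2(RPKM + 0.1) over 14305 genes, 2743 had a stability index above 0 and 6870 below 0 at a Benjamini-Hochberg adjusted p under 0.05. For the translation index, 953 genes were above 0 and 4173 below 0 at the same threshold. Of the genes with a low stability index, 2214 also had a low translation index, and of those with a high stability index, 508 also had a high one. A high stability index went with a low translation index for 620 genes, and the opposite held for 179. Centring each library on its median moved the balance of high and low translation calls most, to 2713 genes above and 1404 below 0. The number of translation calls moved most with the replicate block, and low stability calls moved most with genes of at least 1 RPKM in each parameter, to 3656. With replicate numbers taken as a block, 2083 and 5996 genes had a high and a low stability index, and 109 and 1387 a high and a low translation index. In the crossed pairing, chosen after the data were seen, these counts were 2544 and 6687, and 680 and 3542. Pairing RA replicate 2 with TA replicate 1 and RA replicate 3 with TA replicate 2 gave 2867 and 7061, and 1179 and 4421, but this pairing was picked because those libraries deviate together. The pairing check gave a Spearman's rho of -0.489 for RA replicates 1 and 2 against TA replicates 1 and 2, and 0.673 for RA replicates 2 and 3 against the same TA libraries.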

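The genes at the ends of each index were taken from those with at least 1 RPKM in each parameter and the same sign in every combination of libraries. The highest stability indices were those of RPSAP58 (4.83), ATP5EP2 (4.56), FLJ44635 (4.43), LOC100130331 (4.39) and RPL23P8 (4.24). ATP5EP2 and RPL23P8 are processed pseudogenes in the annotation. RPSAP58 carries a pseudogene symbol but is protein-coding in the annotation, which has no entry for FLJ44635 and LOC100130331. For RPSAP58 on chromosome 19, 23945746 to 24053964, TR was 2.18 ± 0.539 RPKM (SD, n = 2) from 12 and 14 reads, against an RA of 61.9 ± 6.23 RPKM (SD, n = 3). The lowest stability indices were those of HIST1H2BN (-6.83), METTL12 (-6.69), RAB26 (-5.72), TMEM107 (-5.72) and UFSP1 (-5.69). HIST1H2BN is a histone gene, the exons of METTL12 overlap another protein-coding gene over 100% of their length, and a small RNA gene lies within the exons of TMEM107. RAB26 on chromosome 16, 2190804 to 2204166, had a TR of 336 ± 41.8 RPKM (SD, n = 2) and an RA of 6.36 ± 3.33 RPKM (SD, n = 3). Its limma log2 ratio was -5.82 (standard error 0.45, Benjamini-Hochberg adjusted p = 1.1e-05). The highest translation indices belonged to KRT18 (1.53), ECH1 (1.51), KRT81 (overlapped by another protein-coding gene over 100% of its exons), GDF15 (1.48) and CD63 (1.48). ECH1 on chromosome 19, 39306062 to 39322481, rose from an RA of 55.4 ± 5.94 RPKM (SD, n = 3) to a TA of 158 ± 17.7 RPKM (SD, n = 2), a limma log2 ratio of 1.51 (standard error 0.20, Benjamini-Hochberg adjusted p = 0.0034). The lowest translation indices were those of STK36 (-2.98), TMED8 (-2.96), GSDMB (-2.91), AHNAK (-2.62) and NOXA1 (-2.59). STK36 on chromosome 2, 219536792 to 219567439, had an RA of 9.14 ± 1.64 RPKM (SD, n = 3) and a TA of 1.16 ± 0.237 RPKM (SD, n = 2), a limma log2 ratio of -2.87 (standard error 0.25, Benjamini-Hochberg adjusted p = 0.0021).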

The former is the log ratio between actively translated mRNA abundance and total mRNA abundance, thus a measurement of mRNA translation activity normalized against RA; the latter is the log ratio between total mRNA abundance and transcription rate, and can be operationally considered as a close estimate of mRNA stability.

We hypothesized that the stabilization-by-translation regulatory mechanism should exert a significant effect and lead to positive correlation between the two indices. Indeed, our experimental results support this hypothesis. As shown in Fig. 4A, a dot-plot of the two indices illustrates an overall positive relationship, with a correlation coefficient of 0.39; the linear regression line is also shown to quantify the relationship, with a slope of 0.19. 

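Pearson's r between the stability index and the translation index was 0.391 across the genes above 0 in all 3 parameters, and Spearman's rho was 0.373. Its slope was 0.160 when the translation index was regressed on the stability index. Genes are not independent replicates, so the error was taken from the 12 combinations of 1 TR, 1 RA and 1 TA library, in which r lay between 0.179 and 0.295 with an SD of 0.0419. All of these were above 0 and below the r from the replicate means. Of the other choices, conditioning on the RA level moved r most, to a partial correlation given log2(RA) of 0.131. With libraries paired by replicate number as a block, r was 0.205, and with the crossed pairing, chosen after the data were seen, it was 0.292. Pairing RA replicate 2 with TA replicate 1 and RA replicate 3 with TA replicate 2, with the mean TR and also chosen after the data were seen, gave 0.286. The pairing check across genes gave an r of 0.741 between the difference of RA replicates 2 and 3 and that of TA replicates 1 and 2. With only the genes of at least 1 RPKM in each parameter r was 0.215, and with a pseudocount of 1 it was 0.137.

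**Figure D3:**
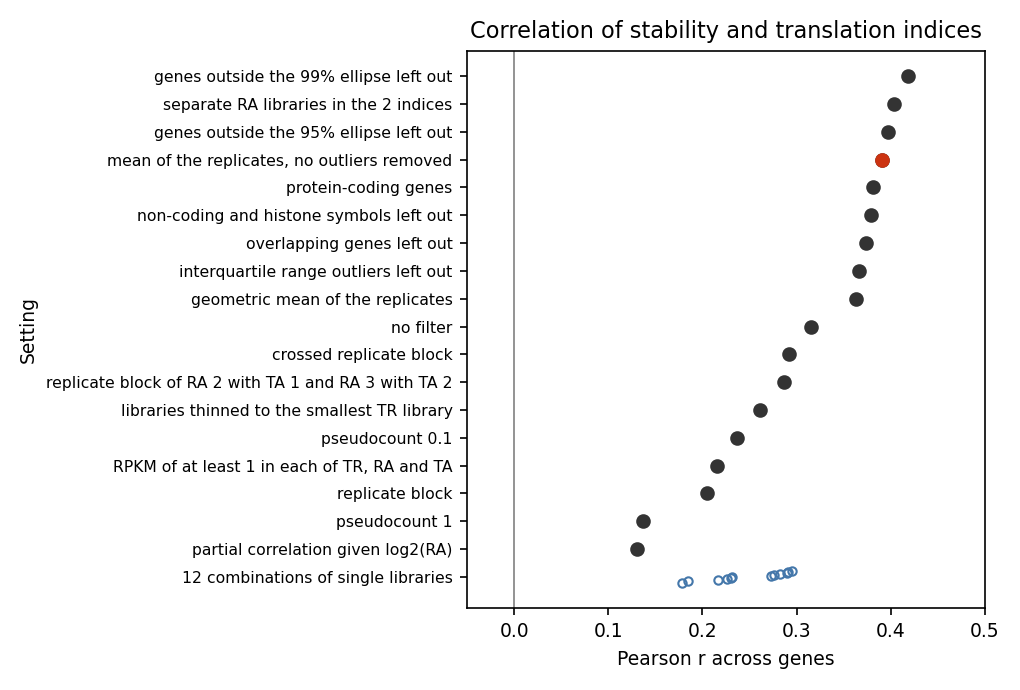
Pearson's r between the stability index and the translation index across genes, on the horizontal axis, under each way of processing listed on the vertical axis. Points give r under 1 setting each, and for the replicate means r is 0.391 while the partial correlation given log2(RA) is 0.131, with every value above 0.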

In other words, an overall positive correlation was observed. 

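Both indices were above their medians for 30.8% of the genes, and both were at or below them for 30.8%. Each of the mixed groups held 19.2%. When the genes were divided by stability index into 4 groups of equal size, the median translation index rose from -0.95 in the lowest group to -0.54, -0.34 and -0.04 in the highest. Within a group the SD of the translation index was between 0.70 and 1.07, so the groups overlapped widely.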

If our hypothesis is wrong, the two indices should have been negatively correlated, since RA is the numerator in the RA-TR index (log_2_(RA/TR)) and the denominator in the translation index (log_2_(TA/RA)).

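RA has opposite signs in the indices, and error in RA therefore pulls their correlation down. When another RA library was used in each index with the mean TR and TA, r averaged 0.404, against 0.303 when the same single RA library was used in both. Within 5 groups of genes of similar RA, r across genes lay between 0.0994 and 0.221.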

**Figure 4:**
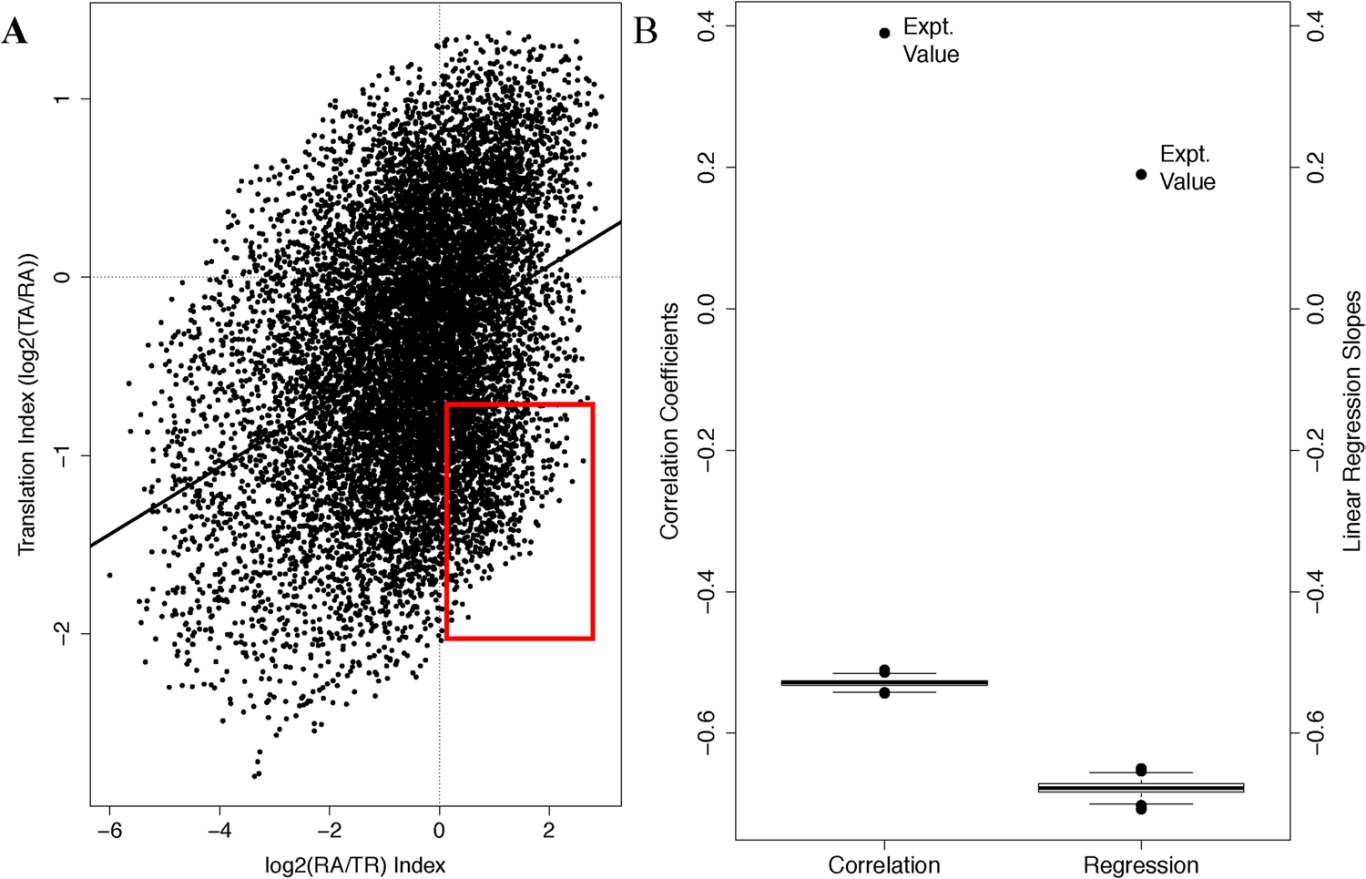
Overall positive correlation between the stability index (log_2_(RA/TR)) and the translation index (log_2_(TA/RA)). (**A**) Scatter plot of the stability index versus the translation index. The correlation coefficient and the linear regression line between the two indices are also shown. The red rectangle identifies mRNAs with high stability but low translation activity to be further analyzed later (see text and Fig. 7). (**B**) Box plot of the correlation coefficient and the slope of linear regression lines between the two indexes upon randomization of the experimental dataset. Values from 1000 randomization were used to generate the boxplot. Experimental values are also shown and denoted.

To examine the significance of this observation, we randomly permutated the TR and TA parameters simultaneously to generate a statistical background model. 

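Permuting TR and TA independently of each other across genes, with RA kept in place, gave a mean r of -0.572 between the indices. The 1000 values lay between -0.586 and -0.555. Slopes averaged -0.766 and lay between -0.792 and -0.734. For parameters that are unrelated across genes, the variances of log2 TR, RA and TA alone also give an r of -0.572.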

As expected, this led to negative correlation coefficients, and negative slopes of the linear regression line, between the two indexes. We performed the randomization for 1000 times. This generated 1000 correlation coefficients and 1000 slopes of the corresponding linear regression lines, the boxplots of both of which were shown in Fig. 4B. Out of the 1000 randomization, not a single positive correlation was observed – both values were always negative. Figure 4B also shows the experimentally determined positive values of the correlation coefficient and the linear regression line slope, demonstrating a sharp contrast with the respective randomly generated values. This contrast illustrates the magnitude of the effect of the stabilization-by-translation regulation mechanism on the relationship between the two indices. Thus, consistent with our hypothesis, the stabilization-by-translation regulatory mechanism renders the relationship into an overall positive one. Moreover, it should be pointed out that the analysis likely under-estimates the significance of the stabilization-by-translation regulatory mechanism, due to the lack of RNA processing information in the RA-TR index.

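None of the 1000 randomizations gave an r or a slope above 0, and none reached the measured values, so the one-sided permutation p was 0.001, the smallest that 1000 randomizations can give. The permutation treats genes as exchangeable, and the p does not cover error between libraries. It also removes the correlation of RA with TR and with TA. The p therefore sets the measured r against unrelated parameters, and cannot tell stabilization by translation from other causes of their correlation. When TR and TA were permuted together, so that each gene kept its pair of values, the mean r was -0.793 and the mean slope -1.06, the alternative that moved the randomized r most. The paper reasons that the indices would be negatively correlated without stabilization by translation, because RA is the numerator of one and the denominator of the other. The paper states that the contrast with the measured positive values shows the magnitude of the effect of this mechanism.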

To examine a potential causal relationship from this stabilization-by-translation regulatory mechanism to the enhancement of gene expression selectivity from transcription to translation, another statistical experiment was performed. We standardized the three genome profiles. This statistical procedure – mean subtraction followed by division by the standard deviation – is routinely used to eliminate statistical differences between distributions. The transformation should, in this case, reduce the numerical differences among the three parameters for many genes shown in Fig. 2A,B. For instance, a gene with higher TA and lower TR values than its RA value, for instance, should have similar values for all three parameters in the transformed dataset. That is, the statistical differences among the three genomic profiles shown in Fig. 3 and Table S1 were eliminated by the standardization procedure. If the stabilization-by-translation regulatory mechanism, that is, selective degradation of translationally inactive mRNA, is a major cause of the discrepancy among the three parameters, the positive correlation between the translation and the stability indices must also be significantly reduced in the transformed data. This is, indeed, the case. The correlation coefficient was reduced from 0.39 to 0.12, supporting selective degradation of translationally inactive mRNA as a major cause for the enhancement of gene expression selectivity from transcription to translation. 

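After each log2 profile was centred on its mean and divided by its SD, r between the indices was 0.0649 across genes, with a slope of 0.0195. Over the combinations of single libraries it lay between -0.107 and 0.0373, with an SD of 0.0458, so that its sign was not the same in all of them. With genes of at least 1 RPKM in each parameter, the alternative that moved it most, it was 0.0097. The paper takes the fall in the correlation as support for selective degradation of translationally inactive mRNA as a major cause of the enhanced selectivity. Once the SDs are equal, r between the indices is fixed by the pairwise correlations of log2 TR, RA and TA. The fall therefore shows that r before standardization rested largely on the unequal SDs. It holds no information on what made them unequal, so it cannot tell selective degradation from other causes.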

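With quantile normalization of the log2 profiles in place of standardization, r between the stability and translation indices was 0.0879. With the profiles replaced by their ranks it was 0.0388. Both procedures also give the profiles equal spread, so these values have the same limit as those after standardization.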

Additionally, many functional genomic normalization procedures rely on standardization of the datasets; and many others, such as the rank and quantile based methods, have similar effects. Our results raised a technical issue that they may not be good choices for multi-parameter gene expression studies, as valuable information will be lost.

Summarily, all three analysis (correlation, permutation and standardization) support mRNA stabilization-by-translation as a major contributor to enhancement of gene expression selectivity from transcription to translation, which is an important functional aspect of transcriptome regulation. To our knowledge, this is the first quantitative and genome-wide examination of the contribution of this regulatory mechanism.

### Pathway/function specific pattern of correlation between the stability and the translation indices

The correlation between the two indices, on the other hand, is not nearly unequivocal; too many genes deviate significantly from the overall trend – the linear regression line (Fig. 4A). We asked whether this is due to function specific patterns of gene expression regulation, as genes involved in the same biological process have been shown to share a similar pattern in other datasets. To answer this question, we performed two systematic analyses. First, we calculated the distances between the coordinates of each gene pair in Fig. 4A. We then created the histograms of the pairwise distances between gene pairs associated with similar sets of gene ontology (GO) terms/fingerprints (see Methods for detail), and also a histogram for the distances between gene pairs with no significant GO similarity. The distance between genes associated with similar GO terms tend to be smaller than those between genes with no significant similarity in their GO association (Fig. 5A). The trend is correlated with the GO fingerprint similarity score; the higher the score, the more the histogram shifts toward short distance range. Second, we performed this comparison of distances between gene pairs whose proteins interact with each other versus gene pairs whose proteins have not been found to interact with each other. This was done with protein-protein interaction data, which was, as previously described^46^, downloaded from the IntAct database^47,48^. As shown in Fig. 5B, the interacting pairs exhibit shorter distance than non-interacting pairs. And the trend is correlated with the confidence score assigned to the protein pairs in the IntAct database. Since the protein-protein interaction datasets are generally considered noisy, the confidence score quantifies the reliability of the interaction. As shown in Fig. 5B, the more reliable the interaction, the more the histogram shifts toward short distance range.

**Figure 5:**
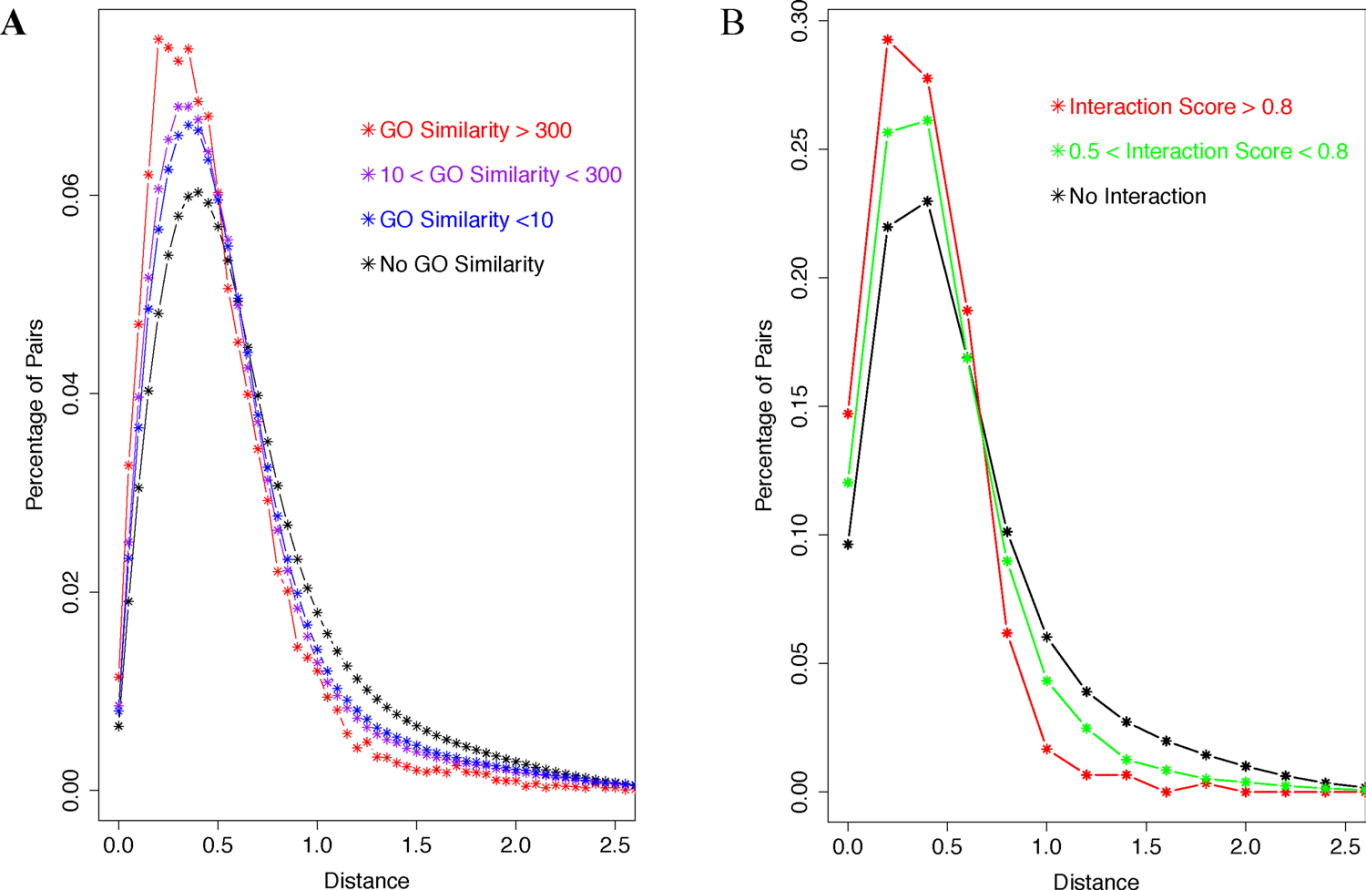
Pathway/function specific pattern of the correlation between the stability and the translation indexes. (**A**) Histograms of the distances between their mRNAs’ coordinates in Fig. 3A for gene pairs with different levels of GO similarity. (**B**) Histograms of the distances for gene pairs whose proteins were shown to mutually interact with different levels of interaction confidence.

This function specific pattern is illustrated by the distinct patterns of two exemplary functional groups of genes – the genes for the proteasome subunit (PMS) proteins (PMSA1 to 7 and PMSB1 to 7) and the like-Sm (LSM) genes (LSM1 to 8) (Figure S2). 

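All 14 proteasome genes (PSMA1-7 and PSMB1-7 in the files) and all 8 LSM genes were expressed. In the plane of the stability and translation indices, the mean Euclidean distance between proteasome genes was 0.881. Only 9 of 10000 random lists of equal size, matched on RA, had a mean distance as short. LSM1-7 had a mean distance of 1.08, and 907 of the 10000 matched lists were as short. With LSM8 added the mean distance rose to 1.68, and 4702 of the lists were as short. Pairs of a proteasome gene and an LSM1-7 gene were 1.66 apart on average, and random pairs of expressed genes 2.66. Among the alternatives, the replicate block moved the distance most for the proteasome genes, to 0.949, and for LSM1-7, to 1.21. For LSM1-8 a pseudocount of 1 moved it most, to 1.58, and the block gave 1.78. With the crossed pairing, chosen after the data were seen, they were 0.919, 1.19 and 1.77, and with RA replicate 2 paired with TA replicate 1 and RA replicate 3 with TA replicate 2, also chosen then, 0.896, 1.13 and 1.73. The pairing check across genes, for RA replicates 1 and 3 against TA replicates 1 and 2, gave an r of -0.131.

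**Figure D4:**
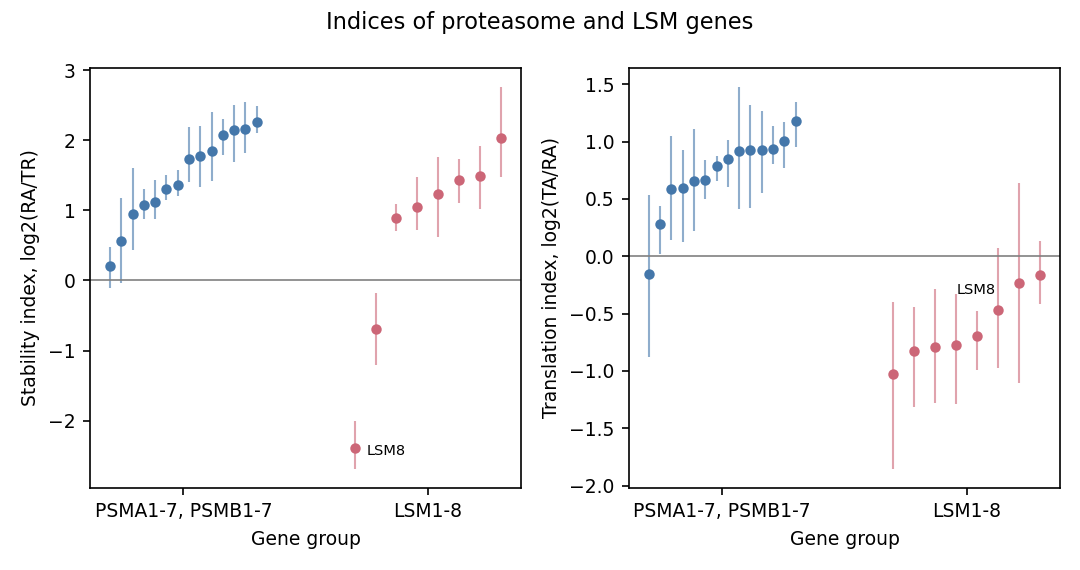
Stability index (left) and translation index (right), in log2 units on the vertical axes, for the 14 proteasome genes and the 8 LSM genes in 2 groups along the horizontal axes. Points give the value from the replicate means, ordered by value, and lines span the combinations of single libraries. LSM8 is marked, and it has the lowest stability index of the 22 genes, -2.40.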

The PMS genes code for proteins that constitute the proteasome 20S core structure^49^. Their mRNAs share a pattern of high levels in both indices. 

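The stability index of the 14 proteasome genes had a mean of 1.47 (SD 0.63) and ranged from 0.21 for PSMA5 to 2.26 for PSMB1. Their translation index had a mean of 0.73 (SD 0.34) and ranged from -0.15 for PSMB2 to 1.18 for PSMB4. The median stability index of the group was at percentile 91.2 of the random lists matched on RA, and its median translation index was at percentile 99.9. PSMB1 on chromosome 6, 170844208 to 170862395, had a TR of 55.3 ± 0.0697 RPKM (SD, n = 2), an RA of 266 ± 39.5 RPKM (SD, n = 3) and a TA of 534 ± 4.30 RPKM (SD, n = 2). PSMB2 was the only member with a translation index below 0, and its range over the combinations of libraries, from -0.88 to 0.54, included 0. For PSMA5 the limma log2 ratio of RA to TR was 0.19 (standard error 0.21, Benjamini-Hochberg adjusted p = 0.45), and it is set apart from 0 only with each library centred on its median. PSMB2 was not past the limma threshold for the stability index either (0.51, standard error 0.29, adjusted p = 0.16). For the translation index, PSMA1, PSMA4, PSMA7 and PSMB2 were not past it (limma adjusted p = 0.30, 0.081, 0.12 and 0.81), and the other members were. The exons of PSMA3 overlap another protein-coding gene over 100% of their length.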

The LSM genes code for subunits of two single-stranded-RNA-binding hetero-heptameric ring structures – one cytoplasmic and the other nucleus^50^. Subunits LSM1 to 7 form the heptamer that is part of the P-body and functions during mRNA degradation in the cytoplasm. Consistently, LSM1-7 mRNAs share a common pattern. However, the pattern is strikingly different from the pattern shared by the PMS mRNAs. While the LSM1-7 mRNAs exhibit relatively high TR-RA index values, unlike PMS mRNA, they exhibit largely lower than average translation activity. 

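The stability index of LSM1-7 had a mean of 1.07 (SD 0.86), from -0.69 for LSM5 to 2.04 for LSM3. Their translation index had a mean of -0.61 (SD 0.33), from -1.02 for LSM3 to -0.17 for LSM7, and was below 0 for each of the 7. The range over the combinations of libraries included 0 for LSM4 (-1.10 to 0.64), LSM6 (-0.98 to 0.07) and LSM7 (-0.42 to 0.14). In limma without centring, these genes were not past the threshold for the translation index (Benjamini-Hochberg adjusted p = 0.60, 0.16 and 0.54). Against lists matched on RA, the median stability index stood at percentile 91.3 and the median translation index at percentile 1.5. The mean translation index of the proteasome genes exceeded that of LSM1-7 by 1.34 (exact two-sided permutation test over 116280 arrangements, p = 8.6e-06, Benjamini-Hochberg adjusted p = 1.7e-05). The mean stability index exceeded it by 0.41 (exact two-sided permutation test, p = 0.24, adjusted p = 0.24), and the groups are not separated in this index. With LSM8 included, the differences were 1.35 (exact permutation p = 3.1e-06, adjusted p = 1.3e-05) and 0.84 (exact permutation p = 0.063, adjusted p = 0.083). These 4 comparisons made up the adjusted family. With libraries paired by replicate number as a block, the differences from LSM1-7 were 1.34 and 0.42. The pairing check for that block gave a Spearman's rho of 0.175 between RA replicates 1 and 2 and TR replicates 1 and 2. For LSM4, LSM6 and LSM7, centring each library on its median turned the limma log2 ratio of TA to RA to 0.27, 0.043 and 0.33, and with it none of the 7 was past the limma threshold for the translation index. Centring adds the same amount to the ratio of every gene, so these changes of sign follow from the distance of each ratio from 0. The paper states that LSM1-7 share a pattern, with a relatively high stability index and a translation activity that is largely lower than average.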

The LSM8 subunit interacts with, and nucleus-retains, LSM2 to 7 subunits to form the nucleus heptameric ring structure^50^. That is, it replaces the LSM1 subunit to form the nucleus heptameric structure. This heptameric structure binds to the U6 snRNA and U8 small nucleolar RNA (snoRNA), and thus functions during general RNA maturation in the nucleus. Consistent with this unique LSM8 function, the LSM8 mRNA does not follow the pattern shared by LSM1 to 7 mRNAs, in that it is relatively unstable (Figure S2).

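LSM8 lies on chromosome 7 from 117824198 to 117844089. Its TR was 18.9 ± 2.28 RPKM (SD, n = 2), its RA 3.59 ± 0.618 RPKM (SD, n = 3) and its TA 2.22 ± 0.0875 RPKM (SD, n = 2). Each of these rests on at least 641 reads in each library. The stability index was -2.40, with a range from -2.69 to -2.01 over the combinations of libraries, and the translation index was -0.69. In limma the log2 ratio of RA to TR was -2.37 (standard error 0.22, Benjamini-Hochberg adjusted p = 3.5e-05). The limma log2 ratio of TA to RA was -0.66 (standard error 0.22, Benjamini-Hochberg adjusted p = 0.050). The exon length behind its RPKM values is 12520 bases, and 97.7% of its annotated transcript is UTR.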

Thus, we observed a function/pathway specific pattern of variation in how much individual mRNA species are regulated by the stabilization-by-translation regulatory mechanism, *i.e*., the level of correlation between the two indexes; some mRNAs defy this regulation completely in that they stay out of polysome but retain high RA-TR index values and, likely, high stability. As discussed earlier, this function/pathway-specific pattern further exclude batch effects as the cause of discrepancies among the gene expression parameters shown in Figs 2 and 3, as potential batch effect cannot possibly correlate with all these GO annotation and biochemical pathways. Next, we tried to gain mechanistic insight into this variation, and turned our attention to other post-transcription regulatory mechanisms and the untranslated region (UTR) of mRNAs.

### mRNA UTR proportion is a major determinant of whether a mRNA obeys or defies the stabilization-by-translation regulatory mechanism

Besides stabilization-by-translation regulation, many other mechanisms exist in multi-cellular eukaryotic species, but have not been accounted for in our analysis. For instance, the miRNAs/siRNAs target and regulate a large portion of the transcriptome. Essentially all regulatory signals for such regulation are embedded in mRNA UTR sequences. Consistently, UTRs are abundant in multi-cellular transcriptomes. This is especially true in human. 

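In the part of the paper's Table S3 given here, UTR proportions were listed for 1994 genes, with a mean of 43.4% and therefore a mean ORF share of 56.6%. From the GENCODE release 44 annotation, placed on GRCh37, the protein-coding transcript with the longest coding sequence was taken for each gene. Over 18771 listed genes, its mean UTR proportion was 45.7% and its mean ORF share 54.3%. Across the 1939 genes with both values, r between the sources was 0.729.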

As shown in Fig. 6A, on average, the ORF occupies only ~50% of a human mRNA; the other half is devoted to the UTRs. In many mRNAs, the UTR occupies more than 90% of the total length; for instance, the mRNAs of the all-important CREB1 (cyclic AMP-responsive element-binding protein 1) gene. 

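A UTR proportion above 90% was found for 17 genes of the given part of Table S3, 0.853% of its genes, and for 272 genes of the annotation, 1.45%. CREB1 lies on chromosome 2 from 208394461 to 208470712. Its annotated transcript with the longest coding sequence is 7650 bases long. The coding sequence has 1026 bases, so that 86.6% of the transcript is UTR. CREB1 had a TR of 17.9 ± 0.589 RPKM (SD, n = 2), an RA of 8.19 ± 1.44 RPKM (SD, n = 3) and a TA of 3.51 ± 0.0638 RPKM (SD, n = 2). Its stability index was -1.13 and its translation index -1.22, below 0 in every combination of libraries. The exons of CREB1 overlap another protein-coding gene over 74.8% of their length.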

Since the regulatory signals for mRNA post-transcription regulation are mostly embedded in the UTR sequences, the proportion of an mRNA that is occupied by the UTRs should serve as a good measure of the degree to which the mRNA is controlled by these regulatory mechanisms. Thus, we hypothesized that this proportion should be a major explanatory factor for the high level of variation in the correlation between the two indexes. Indeed, our results support this hypothesis. First, the correlation coefficient between the two indices is optimal at ~20% UTR, but steadily decreases as this proportion further increases (Fig. 6B); as well as the slope of the linear regression line between the two indices (Fig. 6C). 

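With the 1446 expressed genes that had a UTR proportion in Table S3, r between the stability and translation indices was 0.416 at UTR proportions from 0 to 0.2 (223 genes). It was 0.443 from 0.2 to 0.4 (416 genes), 0.375 from 0.4 to 0.6 (418 genes), 0.291 from 0.6 to 0.8 (302 genes) and 0.214 from 0.8 to 1 (87 genes). Slopes in the same bins were 0.168, 0.181, 0.137, 0.106 and 0.0933. The last r minus the first was -0.202, with a 95% bootstrap interval over genes from -0.466 to 0.0155, which includes 0. The interaction of UTR proportion with the stability index was -0.116 in a linear model of the translation index (two-sided permutation p = 0.060). With UTR proportions from the annotation, over 13274 genes, r fell from 0.466 in the first bin to 0.278 in the last, and the interaction was -0.108 (permutation p = 0.0001, the smallest possible). The interaction moved most with only genes of at least 1 RPKM in each parameter, where it was -0.431. All of these relations are across genes, which are not independent replicates.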

Second, the mRNAs that defy the stabilization-by-translation regulatory mechanism, those that show low translation activity but relatively high RA-TR index values as identified by the red rectangle in Fig. 4A, display higher proportion of UTRs. The histogram of their UTR proportions, when compared with that of the whole human transcriptome, shifts clearly toward high proportion ranges (Fig. 7). 

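The rectangle of Fig. 4A was taken as a stability index from 0.1 to 2.8 and a translation index from -2 to -0.7, and it held 1137 genes. Of these, 110 had a UTR proportion in the given part of Table S3, with a median of 58.6% against 42.6% for the other 1336 genes. The difference of 16.0 percentage points had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. A UTR proportion above 80% was found for 14.5% of the genes inside and 5.31% of those outside. The difference moved most without RA replicate 2, to 13.6 percentage points. The paper reasons that the signals of post-transcription regulation are mostly embedded in UTRs, and concludes from the correlation by UTR proportion and from these mRNAs that UTR-mediated regulation explains part of the variation between the indices.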

As mentioned earlier, the patterns illustrated in Fig. 6B,C further help to exclude batch effects as the cause of discrepancies among the gene expression parameters shown in Figs 2 and 3, as potential batch effect should be randomly distributed among the genes and cannot possibly correlate so well with mRNA UTR proportions.

**Figure 6:**
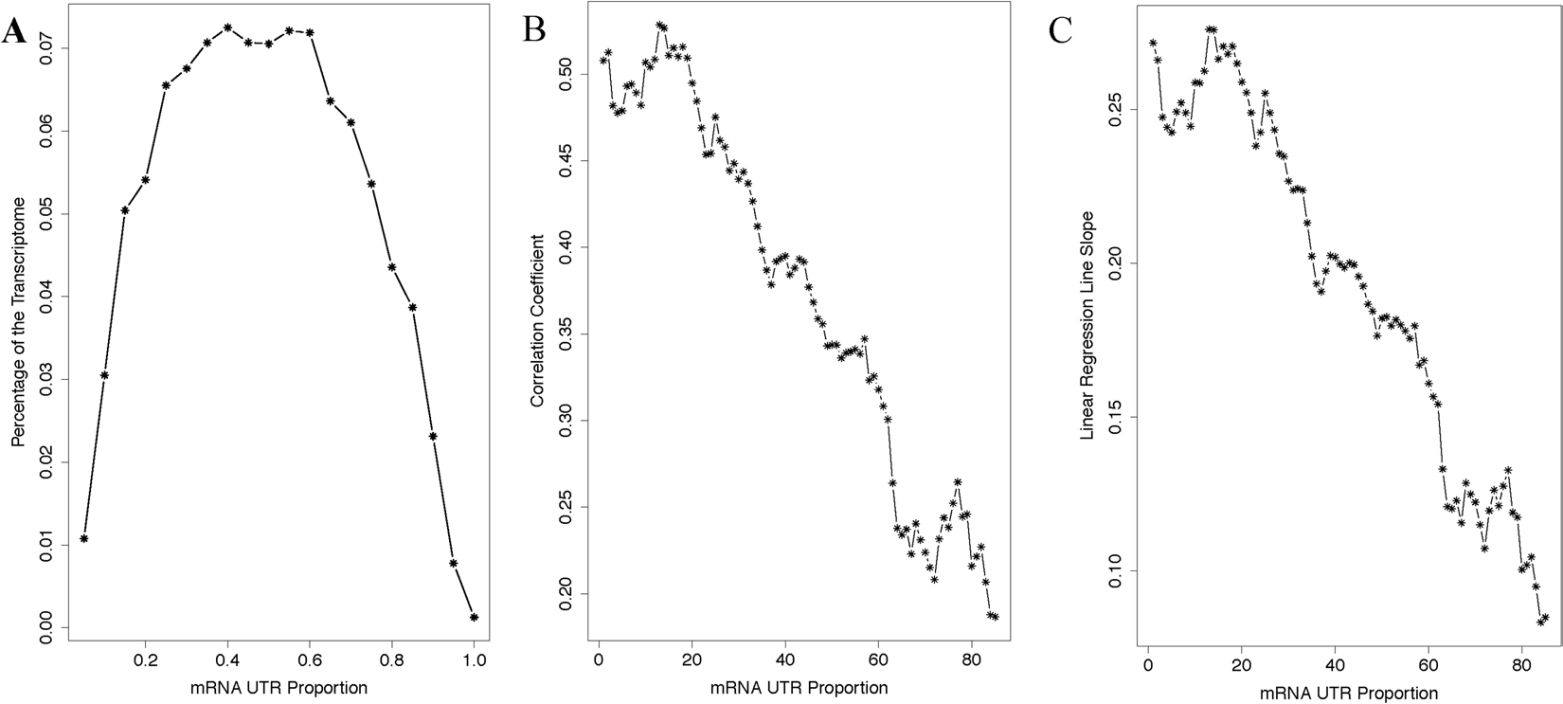
The proportion of a mRNA that is occupied by the UTRs is a determinant of the level of the correlation between the stability and the translation indices. (**A**) Histogram of the UTR proportions of human mRNAs. (**B** and **C**) The correlation coefficient (**B**) and the slope of the linear regression line (**C**) between the stability and the translation indices decrease as the mRNA UTR proportion increases.

**Figure 7:**
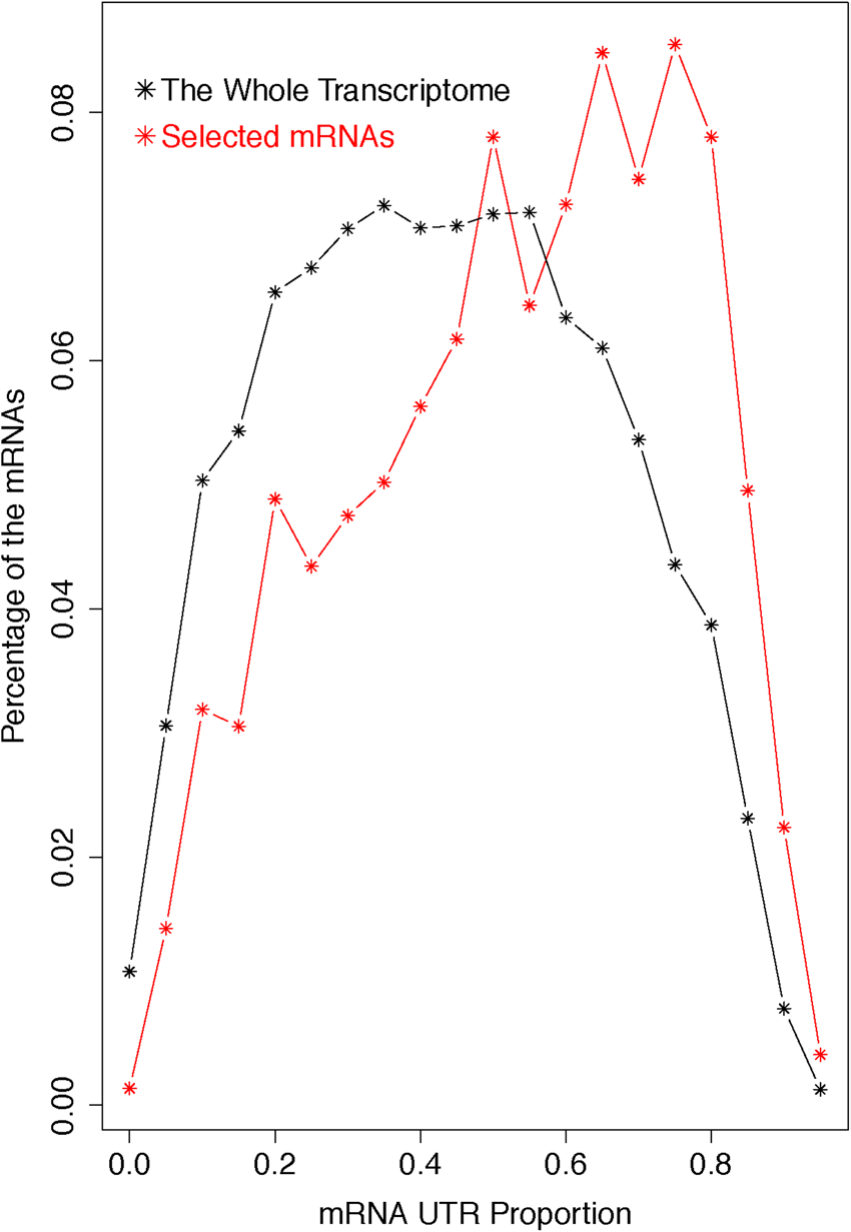
Histogram of the UTR proportions of the mRNAs that have relative high stability but lower-than-average translation activity in comparison with that of the whole human transcriptome. The set of mRNAs with high stability but low translation activity was selected with the red rectangle in Fig. 4A.

To exemplify this observation, we once again used the PMS and the LSM functional groups of genes shown in Figure S2 (Table S2). The mRNAs of the PMS group of genes have high levels of both RA-TR index and translation activity, and thus exemplify mRNAs controlled by the stabilization-by-translation mechanism. Consistently, as shown in Table S2, they have less-than-average UTR proportions (an average of 35.3% and a median of 26.4%). 

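For the 14 proteasome genes, the annotated transcripts with the longest coding sequence had a mean UTR proportion of 35.3% (SD 27.8) and a median of 21.0%. The lowest was 12.6% for PSMB6 and the highest 86.3% for PSMB2. PSMA4 was at 82.0%, PSMA5 at 80.97% and PSMA2 at 50.8%.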

The mRNAs for the LSM genes, on the other hand, have low levels of translation activity but relatively high RA-TR index values, and thus exemplify mRNAs defying the stabilization-by-translation regulatory mechanism. Not surprisingly, they have higher-than-average UTR proportions (a mean of 69.6% and a median of 68.6%). 

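For the 8 LSM genes, the annotated transcripts with the longest coding sequence had a mean UTR proportion of 66.8% (SD 30.7). LSM4 had the lowest, 11.0%, and LSM8 the highest. The LSM4 value rests on a transcript of 807 bases with a coding length of 718 bases, which is not a whole number of codons. The annotated transcripts of LSM3 and LSM6, 3359 and 2226 bases, are longer than the exon lengths of 695 and 787 bases behind their RPKM values. Among the proteasome genes the same holds for PSMA4, with a transcript of 4378 bases against an exon length of 1221 bases.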

The difference between the UTR proportions of the mRNAs of the two functional groups of genes is statistically significant; it has, according to a t-test, a p-value of 0.0004 (Table S2).

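The mean UTR proportion of the 8 LSM genes exceeded that of the 14 proteasome genes by 31.5 percentage points (exact one-sided permutation test over 319770 arrangements, p = 0.014). Taking the longest transcript of each gene moved this most, to 43.3 percentage points (exact one-sided permutation p = 0.00027). With LSM1-7 only, the difference was 27.1 percentage points (exact one-sided permutation p = 0.030). These values come from the annotation alone and involve no library.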

Thus, variation in the correlation between the two indices can be partially explained by post-transcription regulatory mechanisms mediated by mRNA UTRs. To put it another way, multiple regulatory mechanisms control the transcriptome. Multi-parameter approaches, such as ours, have the urgently needed power to dissect cellular co-ordination of these mechanisms and functionally characterize UTR sequences.

## Discussion

Regulation of the transcriptome is a major underpinning of cellular operation. It involves, in addition to transcription, many post-transcriptional processes. Multiple parameters, such as TR, RA and mRNA degradation rate, are relevant to this multi-faceted process. Many multi-parameter studies have reported significant discrepancies among the parameters, such as those between TR and RA and those between RA and protein abundance, prompting an appreciation for the complexity of transcriptome regulation.

We have previously participated in the study of the complexity of transcriptome regulation, with a desire for a mechanistic understanding of the discrepancies among TR, RA and protein abundance as well as potential operational advantages the cells gain from them. In this study, we took advantages of the power and versatility of NGS analysis through its coupling to traditional experimental protocols. We simultaneously measured three transcriptome regulation parameters: TR, RA and TA. Based on the close correlation between TR and mRNA production rate, we also indirectly estimate mRNA stability (or degradation rate) by the log ratio of RA and TR (log_2_(RA/TR)). Given the importance of mRNA UTRs in post-transcriptional regulation, the data was analyzed in conjunction with an individual mRNA’s UTR proportion. To put it another way, we broke open the “blackbox” of transcriptome regulation and peeked inside for mechanistic insight into how the cells co-ordinate multiple factors that regulate the transcriptome. In the present paper, we publish, to our knowledge, the first genome-wide dataset that enables integrative analysis of TR, RA, TA and, to some degree, mRNA stability.

It is well known that actively translating mRNA are likely protected from degradation, and thus stabilized. In bacteria, this is considered the primary mechanism for mRNA stability regulation. In eukaryotes, more post-transcriptional regulatory mechanisms, such as micro-RNA control, evolutionarily emerged, giving rise to a more complicated scheme of mRNA stability regulation. However, it is certain that the stabilization-by-translation mechanism still plays a prominent role in eukaryotic transcriptome regulation. We provide a quantitative analysis of the impact of translation activity on transcriptome regulation, by showing a moderate but significant positive correlation between the mRNA translation index and the RA-TR index.

This correlation has some explanatory power over the discrepancy between TR and RA. High translation activity protects a mRNA species from degradation, while other less translated mRNAs are being actively degraded and removed out of the transcriptome. This leads to enrichment of the mRNA species, resulting in higher steady-state abundance level than implied by its production rate and, by extension, TR. Conversely, low translation activity makes a mRNA species more susceptible to the degradation process, leading to situations where the steady-state abundance level is lower than that implied by the production rate. The operational advantages the cells gained by implementing this regulatory scheme remain to be elucidated.

Our multi-parameter approach represents a feasible option to enable the much-needed systematic analysis of mRNA UTRs. UTRs are much more abundant in the human transcriptome than in any other transcriptome. Their functions in post-transcriptional regulation are well documented. Essentially, all signals for post-transcriptional regulation reside in the UTRs; for instance, microRNA and siRNA target sites, ARE, IRE-IRP etc. But systematic study of mRNA UTRs has been lacking, and our knowledge about their functions remains fragmentary at best. This is perhaps due to a lack of relevant genomic experimental approaches and datasets. mRNA abundance measurements alone are ill-suited for the study of post-transcription regulatory mechanisms and functional analyses of mRNA UTRs. Additionally, though microRNAs/siRNAs target mRNA UTRs and are major regulators of both translation and mRNA degradation, to our knowledge, microRNA/siRNA study has not been integrated with simultaneous genome-wide measurement of translation activity and mRNA stability. Thus, our integrative multi-parameter analysis represents a novel functional genomic approach to mRNA UTR analysis. It is able to reveal that the UTRs potentially play an important role in maintaining the stability of translationally inactive mRNA species, thus conferring to human cells the capacity for a post-transcriptional regulatory mechanism that is absent in prokaryotic species and mostly in uni-cellular species such as the yeast *S. cerevisiae*. It should be noted that our results represent only a single time-point snap-shot of actively growing human cells. More power of this analysis approach, we believe, is yet to be relished in analyzing dynamic changes of the three parameters during physiological processes, and when it is coupled to more accurate mRNA production rate measurement techniques such as nascent-RNA-metabolic-labeling based approaches.

Additionally, computational analysis of mRNA UTRs for key regulatory signals embedded in the UTR sequences remains technically challenging. This is due to low signal-to-noise ratio and the lack of a general guiding principle. For instance, a typical mammalian microRNA target site is no more than 8 nucleotide long. Our approach provides a way to classify the mRNAs based on their patterns in the generated datasets, i.e., their behavior in the multi-faceted transcriptome regulation process. Key regulatory signals shall be shared by the UTRs of similarly classified mRNAs, and thus can be computationally extracted from them – a much easier approach than *de novo* computational analysis of mRNA UTR sequences. That is, datasets generated through this approach should provide a functional context for enhancing the signal-to-noise ratio in computational analysis of mRNA UTR sequences.

We also quantitatively describe the trend of sequentially higher levels of selectivity as the genetic information flow from the genome to the proteome in the gene expression process. In other words, the gene expression machinery focuses its resources on less and less genes, so that only mission critical proteins are expressed in the proteome. The multi-stepped gene expression process can be considered as, to some degree, a selective amplification process. Transcription selectively amplifies the genomic sequences into multiple copies of mRNA sequences. Translation, in turn, selectively amplifies individual mRNA molecules into multiple copies of protein sequences. The selectivity of this process is further enhanced by selective mRNA degradation. Even though obvious from the results in previous publications, this trend of sequentially higher levels of selectivity in the gene expression process has not received much attention, and was never explicitly stated in these reports. In this study, we quantitatively described this trend by comparing the dispersions of the genomic profiles of the three gene expression parameters. Our results also suggest that mRNA degradation plays perhaps the biggest role in this trend, as the jump in selectivity from transcription rate to mRNA abundance is much bigger than the increase from mRNA abundance to translation activity. That is, selective degradation of those mRNAs, which are not protected from degradation by active translation or other processes mediated by their UTRs, play an important role in shaping up the transcriptome and priming it for efficient production of mission-critical proteins.

## Conclusions

In summary, we present a quantitative delineation of cellular coordination of transcription, mRNA abundance, mRNA translation activity, to some degree mRNA stability as well as mechanistic involvement of mRNA UTRs in the coordination process. As a consequence of the coordination activity, the cells exhibit sequentially higher level of gene expression selectivity from transcription to mRNA abundance, and then to translation activity. The results contribute to our understanding of the complexity of the multi-stepped gene expression process, through which the cells “read” the genomic “book” of seemingly simplistic string of nucleotides and “translate” information embedded in the sequences into cellular operations, that is, dynamic control of the biochemical flow through biochemical reactions, pathways and networks^1–4^.

## Methods

### Tissue Culture and mRNA Isolation for RNA-seq Analysis

The human HCT116 cells were cultured in a serum-free medium (McCoy’s 5A (Sigma) with pyruvate, vitamins, amino acids and antibiotics) supplemented with 10 ng/ml epidermal growth factor, 20 μg/ml insulin and 4 μg/ml transferrin. Cells were maintained at 37 °C in a humidified incubator with 5% CO_2_.

To extract mRNA for RNA-seq analysis, RNeasy kit (Qiagen) was used to extract total RNA from the HCT116 cells according to manufacture’s specification. GeneRead Pure mRNA Kit (Qiagen) was then used to isolate mRNA from the total RNA for Illumina NGS sequencing according to manufacture’s specification.

### GRO-seq Analysis

Global run-on was done as previously described^26,51,52^. Briefly, two 100 cm plates of HCT116 cells were washed 3 times with cold PBS buffer. Cells were then swelled in swelling buffer (10 mM Tris-pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_) for 5 min on ice. Harvested cells were re-suspended in 1 ml of the lysis buffer (swelling buffer with 0.5% IGEPAL and 10% glycerol) with gentle vortex and brought to 10 ml with the same buffer for nuclei extraction. Nuclei were washed with 10 ml of lysis buffer and re-suspended in 1 ml of freezing buffer (50 mM Tris-pH 8.3, 40% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA), pelleted down again, and finally re-suspended in 100 μl of freezing buffer.

For the nuclear run-on step, re-suspended nuclei were mixed with an equal volume of reaction buffer (10 mM Tris-pH 8.0, 5 mM MgCl_2_, 1 mM DTT, 300 mM KCl, 20 units of SUPERase-In, 1% Sarkosyl, 500 μM ATP, GTP, and Br-UTP, 2 μM CTP) and incubated for 5 min at 30 °C. Nuclei RNA was extracted with TRIzol LS reagent (Invitrogen) following manufacturer’s instructions, and was resuspended in 20 μl of DEPC-water. RNA was then purified through a p-30 RNAse-free spin column (BioRad), according to the manufacturer’s instructions and treated with 6.7 μl of DNase buffer and 10 μl of RQ1 RNase-free DNase (Promega), purified again through a p-30 column. A volume of 8.5 μl 10 × antarctic phosphatase buffer, 1 μl of SUPERase-In, and 5 μl of antarctic phosphatase was added to the run-on RNA and treated for 1 hr at 37 °C. Before proceeding to immuno-purification, RNA was heated to 65 °C for 5 min and kept on ice.

Anti-BrdU argarose beads (Santa Cruz Biotech) were blocked in blocking buffer (0.5 × SSPE, 1 mM EDTA, 0.05% Tween-20, 0.1% PVP, and 1 mg/ml BSA) for 1 hr at 4 °C. Heated run-on RNA (~85 μl) was added to 60 μl beads in 500 μl binding buffer (0.5 × SSPE, 1 mM EDTA, 0.05% Tween-20) and allowed to bind for 1 hr at 4 °C with rotation. After binding, beads were washed once in low salt buffer (0.2 × SSPE, 1 mM EDTA, 0.05% Tween-20), twice in high salt buffer (0.5% SSPE, 1 mM EDTA, 0.05% Tween-20, 150 mM NaCl), and twice in TET buffer (TE pH 7.4, 0.05% Tween-20). BrdU-incorporated RNA was eluted with 4 × 125 μl elution buffer (20 mM DTT, 300 mM NaCl, 5 mM Tris-pH 7.5, 1 mM EDTA, and 0.1% SDS). RNA was then extracted with acidic phenol/chloroform once, chloroform once and precipitated with ethanol overnight. The precipitated RNA was re-suspended in 50 μl reaction (45 μl of DEPC water, 5.2 μl of T4 PNK buffer, 1 μl of SUPERase_In and 1 μl of T4 PNK (NEB)) and incubated at 37 °C for 1 hr. The RNA was extracted and precipitated again as above before being processed for Illumina NGS sequencing.

### Polysome Isolation and mRNA extraction

Polysome was isolated as previously described^40,41^. Briefly, the HCT116 cells were incubated with 100 μg/ml cycloheximide for 15 minutes, washed three times with PBS, scraped off into PBS, and then pelleted by micro-centrifugation. Cell pellet was homogenized in a hypertonic re-suspension buffer (10 mM Tris (pH 7.5), 250 mM KCl, 2 mM MgCl_2_ and 0.5% Triton X100) with RNAsin RNAse inhibitor and a protease cocktail. Homogenates were centrifuged for 10 min at 12,000 g to pellet the nuclei. The post-nuclear supernatants were laid on top of a 10–50% (w/v) sucrose gradient, followed by centrifugation for 90 min at 200,000 g. The polysomal fractions were identified by OD_254_ and collected. RNeasy kit (Qiagen) was used to extract RNA from the polysome fractions according to manufacture’s specification. GeneRead Pure mRNA Kit (Qiagen) was then used to isolate mRNA for Illumina NGS sequencing from the RNA according to manufacture’s specification.

### Illumina NGS Sequencing

Sequencing libraries were generated with the Illumina TruSeq RNA Sample Preparation Kit. Briefly, RNA molecules were fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first strand cDNA synthesis using reverse transcriptase and random primers. This was followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments were end-repaired using T4 DNA polymerase, Klenow polymerase and T4 polynucleotide kinase. The resulting blunt-ended fragments were A-tailed using a 3′–5′ exonuclease-deficient Klenow fragment and ligated to Illumina adaptor oligonucleotides in a ‘TA’ ligation. The ligation mixture was further size-selected by AMPure beads and enriched by PCR amplification following Illumina TruSeq DNA Sample Preparation protocol. The resulting library is attached and amplified on a flow-cell by cBot Cluster Generation System.

The sequencing was done with an Illumina HiSeq2000 sequencer. Multiplexing was used to pool 4 samples into one sequencing lane. After each sequencing run, the raw reads were pro-processed to filter out low quality reads and to remove the multiplexing barcode sequences. The dataset is available through the NCBI GEO database (accession number GSE111222).

### NGS Data Analysis

The sequencing reads were mapped to the UCSC hg19 human genome sequences with the TopHat software, using the default input parameter values. For each sample, at least 80% of the reads were successfully mapped. For the sake of consistency across the three transcriptome regulation parameters, we counted the reads for each gene for the exon regions only. The counting was performed with the HTSeq-count software, and the counts were then transformed into Reads Per Kilo-base Per Million Mapped Reads (RPKM) values. 12921 genes have a minimal RPKM value of 1 for at least one of the three parameters, and were considered expressed in the HCT116 cells. Linear regression of log transformed data was used to examine consistence between biological replicate samples.

### Statistical Analysis

The R open source statistical software (version 3.3.1) installed on a Mac Pro desktop computer was used for statistical analysis. Outlier identification, student t-test, standard deviation calculation, correlation coefficient calculation, linear regression and other statistical procedure are all done with this R software.

The procedure for comparing the linear regression slopes/coefficients shown in Fig. 2B is described as follows. We first applied the following linear regression models to the data:

$$\begin{array}{c}{\mathrm{log}}_{2}({\rm{TA}})={{\rm{\mu }}}_{1}+{{\rm{\beta }}}_{1}\,\mathrm{log}\,2({\rm{RA}})+{{\rm{\varepsilon }}}_{1},\\ {\mathrm{log}}_{2}({\rm{RA}}2)={{\rm{\mu }}}_{2}+{{\rm{\beta }}}_{2}\,\mathrm{log}\,2({\rm{RA}}1)+{{\rm{\varepsilon }}}_{2},\end{array}$$

and ε_1_ and ε_2_ follow normal distribution. It is estimated that

$$\begin{array}{c}\widehat{{{\beta }}_{1}}=1.11,\,\widehat{{\sigma }}(\widehat{{{\beta }}_{1}})=0.003058,\,{\rm{and}}\,\widehat{{{\beta }}_{1}}/\widehat{{\sigma }}(\widehat{{{\beta }}_{1}})\sim {{\rm{T}}}_{12920},\\ \widehat{{{\beta }}_{2}}=0.99,\,\widehat{{\sigma }}(\widehat{{{\beta }}_{2}})=0.001879,\,{\rm{and}}\,\widehat{{{\beta }}_{2}}/\widehat{{\sigma }}(\widehat{{{\beta }}_{2}})\sim {{\rm{T}}}_{12920},\end{array}$$

Therefore, the 97.5% confidence interval for *β*_1_ is

$${{\beta }}_{1}\pm {t}_{0.0125,12920}\widehat{{\sigma }}(\widehat{{{\beta }}_{1}})=(1.101403,\,1.115113).$$

The 97.5% confidence interval for *β*_2_ is

$${{\beta }}_{2}\pm {t}_{0.0125,12920}\widehat{{\sigma }}(\widehat{{{\beta }}_{2}})=(0.9819329,\,0.9903571).$$

These two confidence intervals do not overlap, implying that, at significant level 0.05, the two regression coefficients are different.In addition, because T distribution with degrees of freedom of 12920 is very close to standard normal distribution, the t-score, calculated as below,

$$\widehat{{{\beta }}_{2}}-\widehat{{{\beta }}_{1}}/\sqrt{{\widehat{{\sigma }}}^{2}(\widehat{{{\beta }}_{2}})+{\widehat{{\sigma }}}^{2}(\widehat{{{\beta }}_{1}})}$$

approximately follow standard normal distribution. This allows p-value calculation. The p-value is essentially 0 (smaller than 1E-200).

### Gene Ontology (GO) Similarity Analysis

Pairwise GO similarity scores between human genes were computed as previously described^53–55^. Briefly, for each gene, we first generated GO fingerprint – a set of ontology terms enriched in the PubMed abstracts linked to the gene, along with the adjusted p-value reflecting the degree of enrichment of each term. The GO similarity score quantifies similarity between the GO fingerprints of corresponding gene pair. For detail about GO fingerprint generation and similarity calculation, please see description in previous publications^54^.

### Data Availability

The dataset is deposited into the NCBI GEO database, with an accession number GSE111222.

## Electronic supplementary material

Supplementary figures and tables

Supplementary Dataset 1

# Supplementary material for: A Multi-Parameter Analysis of Cellular Coordination of Major Transcriptome Regulation Mechanisms
**Source:** Sci Rep. 2018 Apr 10;8:5742. doi: 10.1038/s41598-018-24039-1
**Supplement:** Supplementary file 1 — Supplementary figures and tables

**A Multi-Parameter Analysis of Cellular Coordination of Major Transcriptome Regulation Mechanisms**

Wen Jiang ()^a,b^, Zhanyong Guo ()^d^, Nuno Lages ()^e^, W. Jim Zheng ()^f^, Denis Feliers ()^g^, Fangyuan Zhang ()^c^, Degeng Wang ()^a,b,h^

Keywords: multi-parameter analysis, polysome, post-transcription regulation, transcription rate (TR), untranslated region (UTR)

**Figure Legends**

Figure S1: Illustration of polysome profile. An example polysome profile is shown. The polysomal and non-polysomal fractions are illustrated along the x-axis.

Figure S2: Scatter plot of the stability and the translation indices for mRNAs of the PMS and the LSM functional groups of genes. The PMS mRNAs are shown in red color, and the LSM mRNAs in black color. LSM8 mRNA was denoted.

Figure S1

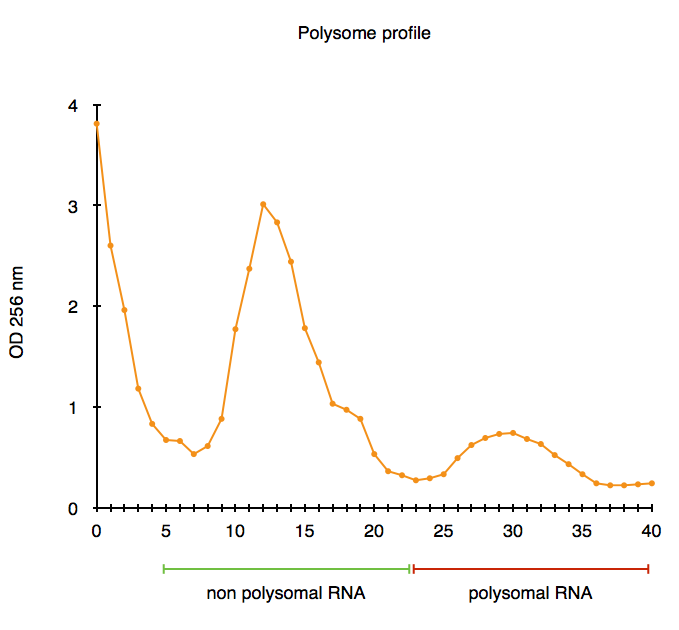

Figure S2

Table S1

| Table S1: Comparison of the statistical features of the profiles of the three parameters. | | | | |
| --- | --- | --- | --- | --- |
|  | Standard Deviation | Mean | Value Range | |
|  |  |  | From | To |
| log_2_(TR) | 1.53 | 3.85 | -2.68 | 10.41 |
| log_2_(RA) | 2.38 | 3.18 | -6.02 | 12.33 |
| log_2_(TA) | 2.77 | 2.74 | -7.18 | 13.04 |

Table S2

| Table S2: Comparison of the UTR proportions of the PSM and the LSM mRNAs | | | |
| --- | --- | --- | --- |
|  | No. of Genes | Median | Mean |
| LSM | 8 | 68.6% | 69.6% |
| PSM | 14 | 26.4% | 35.3% |
| p-value = 0.0004 (two-sample t-test with a “greater than” alternative hypothesis) | | | |

How the deposited data were processed for this re-analysis (not part of the article)

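TR, RA and TA of log-phase HCT116 cells were analysed from 2 GRO-seq, 3 RNA-seq and 2 polysome profiling libraries. The authors mapped the reads to hg19 with TopHat at default parameters, counted reads over exons with HTSeq-count and deposited RPKM values for each gene and library. According to the paper, mRNA was isolated with an mRNA kit for the RNA-seq and polysome libraries. The paper's text does not name the counting mode, the strand setting or the gene annotation. No other normalization of the deposited values was made by the authors as far as the paper's text states, and none was added. Raw reads were not used here.

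Library sizes were worked out from the RPKM values, since each value times its exon length and library size is a whole number. This held for 100% of the values above 0. The step was tested on simulated data, where 7 of 7 library sizes were recovered and the reads of 99.7% of 10394 genes with 20 or more reads came out exactly. Depth per library is given with the description of the libraries in the article. The floor of detection was taken as 3 reads.

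Each parameter was the arithmetic mean RPKM of its replicates. Genes with at least 1 RPKM in at least 1 parameter were taken as expressed, and those above 0 in TR, RA and TA were used for regressions, SDs and indices. No pseudocount was added there, and no outliers were removed, because the paper's text names outlier identification but not its rule. The stability index is log2(RA/TR) and the translation index is log2(TA/RA). Gene-wise tests used limma 3.58.1 in R 4.3.3 with a trend in eBayes on log2(RPKM + 0.1), with all 7 libraries in 1 fit, and Benjamini-Hochberg adjustment at a threshold of 0.05. On simulated data, limma called 99% of 200 changed genes in the right direction and 4 of 13210 unchanged genes. The simulated changes were 2 log2 units up or down in TA, with noise independent between libraries. Smaller changes and libraries that deviate together were not simulated, so the error rate of the calls in the data is not known from this. Other statistics were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9. These statistics were tested on 12000 simulated genes, where 11 of 11 checks returned the known answer.

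The labels number the replicates within each assay, and the replicate block rests on those numbers alone. The paper describes cells split into parts for the assays, and neither the labels nor the paper say that equal numbers mark parts of the same culture. Results were therefore computed without a block, with a replicate block, and with a crossed pairing of TA replicate 1 with RA replicate 2 and TA replicate 2 with RA replicate 1. The pairing check was highest for another pairing, of TA replicate 1 with RA replicate 2 and TA replicate 2 with RA replicate 3, and this was also computed. In that pairing the mean TR was used for r and for distances. The paper states that 4 samples were pooled per sequencing lane, and does not name which, so no sequencing batch could be examined.

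Slopes were compared between the 6 pairs of libraries of different parameters and the 6 ordered pairs of RA libraries. The order of the SDs was tested with an exact Jonckheere-Terpstra test. The randomization of TR and TA was repeated 1000 times. Groups of genes were compared with exact permutation tests, or with 10000 or 100000 permutations where enumeration was not possible. They were also compared with 10000 random lists in which each member was drawn from the 100 genes nearest in RA. For the stability index of the histone genes and of the gene families, the nearest genes in TR were used. Bootstrap intervals are at 95% from 1000 resamples of genes. Replicates were used to show error wherever groups held 2 or 3 libraries, and p-values over genes do not cover that error.

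Gene symbols were matched to GENCODE release 44 lifted to GRCh37. Of the 20072 symbols, 18586 matched directly, 917 through an older symbol and 569 not at all. UTR proportions came from the given part of Table S3 and, as an alternative and for the proteasome and LSM genes, from the annotation. There, the protein-coding transcript with the longest coding sequence was used for each gene.

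Genes named in the text were chosen by a rule. They are the genes the paper names and, among genes with at least 1 RPKM in each parameter and the same sign in every combination of libraries, the 5 highest and the 5 lowest in each index. Alternatives covered the mean of the replicates, the RPKM threshold from 0.5 to 2, filters on low values, pseudocounts from 0.01 to 1, 1.5 interquartile ranges and a 99% ellipse for outliers, non-coding and histone symbols, centring of each library on its median, the replicate block and each replicate left out in turn. Main settings, tests and these alternatives were set before the data were examined. A 95% ellipse, the crossed pairing, the pairing of TA replicates 1 and 2 with RA replicates 2 and 3, libraries thinned to the size of the smallest TR library in 20 draws, and overlapping genes left out were chosen after seeing the data, as were the counts without a filter of genes with low or high values and of genes with the lowest RA. The gene ontology and protein interaction comparisons of Fig. 5 were not analysed here, because no ontology or interaction table was available.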

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

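The test of RA depth for short exons was chosen after the result was seen, and the other tests in this part before their own result was seen.

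Among the expressed genes, 102 had more than 3 TR reads in both TR libraries and no read in any RA or TA library, a signal in TR alone that the paper does not discuss. Their median TR was 2.53 RPKM, and the median number of TR reads over both libraries was 27. Most were protein-coding, 86 of them, while 9 had small RNA or other non-coding symbols and 2 were histone genes. CSF3 had the most TR reads of these, and it is named after its values were seen. It lies on chromosome 17 from 38171614 to 38174066 and had 72 and 145 TR reads, or 13.3 ± 1.81 RPKM (SD, n = 2). With 3 reads in the RA libraries combined its RA would be 0.0268 RPKM, so its log2 ratio of RA to TR is at most -8.96.

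Technical explanations come first. If the TR reads came from transcription of overlapping genes, overlaps should be more frequent among these genes than among expressed genes of similar TR. Of the 95 with annotation, 32.6% overlapped another protein-coding gene, against 26.1% of the annotated genes of similar TR (odds ratio 1.37, Fisher's exact test, two-sided, p = 0.18), so an excess of overlaps was not shown. These genes had a median exon length of 1228 bases against 3179 for genes of similar TR, a ratio of 0.386, and a short gene collects fewer reads at the same RPKM. Depth for short exons does not account for RA below TR, however, since an RA equal to TR would have given at least 65.5 reads in the RA libraries combined, and 3 reads would put the log2 ratio of RA to TR at -4.45 or lower for each of the 102 genes. Short exons could only have turned a low RA into 0 reads. GC content, other sources of TR reads and the HTSeq-count settings were not tested for these genes. The libraries come from 1 cell line without treatment, so the design offers no condition against which rapid degradation could be set, and no biological explanation was tested.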

How the results depend on the processing

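The crossed pairing, the pairing of RA replicates 2 and 3 with TA replicates 1 and 2, the thinned libraries, the omission of overlapping genes and the 95% ellipse were chosen after seeing the data. Direction and side of the threshold, or a shift below the replicate spread, held in 167 of 195 recomputed values of the results that answer a comparison. Of the others, 17 moved and 11 became stronger, and none reversed. Slopes with the axes exchanged count as held here when they lie on the other side of the slopes between RA replicates, since the exchange inverts the comparison, and both did. When 1 library was left out in turn, 107 of 124 values held, 15 moved and 2 became stronger. Limma fits in which leaving out a library left a compared parameter with 1 library were not made. For single genes and slopes, 1132 of 1246 recomputed values held, 59 were weaker, 19 stronger, 27 moved and 9 reversed. In the fits with 1 library left out, 987 of 1039 held, 38 were weaker, 7 stronger, 4 moved and 3 reversed. The cause of the changes below was not tested except where stated.

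With only genes of at least 1 RPKM in each of TR, RA and TA, the lowest R-squared between replicates was 0.852 in place of 0.921. It was 0.923 for RA replicates 1 and 3, 0.939 for RA replicates 2 and 3 and 0.935 for TA, while without a filter it was 0.947 for TR. The count of expressed genes stayed between 13509 and 15003, and between 14264 and 14312 with a library left out.

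The slope of TR on RA ranged from 0.362 with the geometric mean to 1.17 with the axes exchanged, and from 0.344 to 0.384 with a library left out. The slope of TA on RA lay between 0.836 with the axes exchanged and 1.16 with a reduced major axis, and between 1.10 and 1.13 with a library left out. Exchanging the axes regresses RA on the other parameter, so those slopes answer a different question. The rise of the spread from TR to RA and to TA kept its order in every setting. These included the interquartile range and the median absolute deviation in place of the SD. The difference of RA and TR lay between 0.38 and 1.31 and that of TA and RA between 0.13 and 0.62. Both upper ends came from the interquartile range. With the SD, the difference of RA and TR reached at most 1.28, and that of TA and RA did not exceed the 0.45 first computed. The exact one-sided p lay between 0.0048 and 0.011 over those settings. With a library left out the differences lay between 1.11 and 1.28, and between 0.42 and 0.47.

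The r between the indices was above 0 in every setting, and its size depended on the genes kept and the pseudocount. From 0.391 it moved to 0.215 with genes of at least 1 RPKM in each parameter, 0.316 without a filter, 0.236 with a pseudocount of 0.1 and 0.137 with a pseudocount of 1. It was 0.205 with the replicate block, 0.292 with the crossed replicate block, 0.286 with the block of RA replicates 2 and 3 with TA replicates 1 and 2, 0.131 as a partial correlation given log2(RA) and 0.262 with the libraries thinned. The highest value, 0.419, came from leaving out genes outside the 99% ellipse. With a library left out it lay between 0.313 and 0.396. After standardization r was 0.0097 with genes of at least 1 RPKM in each parameter, against 0.0649. The randomized r remained below 0 in every setting, from -0.793 to -0.514.

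The proteasome genes exceeded LSM1-7 in the translation index by 1.31 to 1.37 over the settings and by 1.08 to 1.65 with a library left out. For the stability index the difference was 0.39 to 0.42 over the settings, with an exact two-sided permutation p between 0.22 and 0.25, and 0.18 to 0.61 with a library left out. With LSM8 included, the left-out fits gave 0.62 to 1.04 for the stability index and 1.12 to 1.63 for the translation index. Mean distances with a library left out were 0.841 to 0.938 for the proteasome genes, 1.06 to 1.13 for LSM1-7 and 1.65 to 1.73 for LSM1-8.

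The interaction of UTR proportion with the stability index was the comparison whose test changed its side of the threshold. It was -0.116 with a permutation p of 0.060 as first computed, and past the threshold in these alternatives. With the geometric mean it was -0.116 (permutation p = 0.036), and with a pseudocount of 0.1 it was -0.150 (permutation p = 0.0002). It was -0.108 with the UTR proportions of the annotation, -0.431 with genes of at least 1 RPKM in each parameter, -0.318 with interquartile range outliers left out and -0.247 with the 99% ellipse, each at the smallest possible permutation p of 0.0001. For the annotation, genes of at least 1 RPKM in each parameter, the pseudocount of 0.1, interquartile range outliers left out and the 99% ellipse, in this order, r of the last bin minus r of the first was -0.189, -0.638, -0.232, -0.440 and -0.354. The bootstrap intervals of these differences lay below 0. With the geometric mean the difference was -0.166, with an interval from -0.425 to 0.0498, which includes 0. With a library left out the interaction lay between -0.139 and -0.0775, and the difference of r between -0.284 and -0.0367. The UTR proportion of mRNAs in the rectangle exceeded that of other genes by 14.6 to 15.7 percentage points over the settings and by 13.6 to 18.1 with a library left out.

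The limma counts depended on the zero point of the ratios. Centring each library on its median moved the median translation index of all genes from -0.37 to 0.13 and the median stability index from -0.58 to 0.09 in log2 units. High calls then made up 65.9% of the translation calls, in place of 18.6%, with 2713 high and 1404 low against 953 and 4173. For the stability index they made up 51.3% in place of 28.5%, with 5066 high and 4814 low against 2743 and 6870. Of the calls without centring, 2357 for the translation index and 7557 for the stability index were also made with it, and 0 were made in the opposite direction. With the replicate block 109 genes had a high and 1387 a low translation index. With genes of at least 1 RPKM in each parameter 3656 had a low stability index. Fits with a library left out gave 422 to 1030 high and 2805 to 4228 low translation calls, and 2291 to 2791 high and 6355 to 6968 low stability calls.

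Single genes reversed their limma log2 ratio mainly with centring. STK36 then had a stability index of 0.38, and the translation index was 0.27 for LSM4, 0.043 for LSM6, 0.33 for LSM7, 0.40 for PSMB2, 0.13 for RPL23P8, 0.35 for TMEM107 and 0.44 for UFSP1. Centring adds the same amount to every gene's ratio, so these changes of sign follow from the distance of each ratio from 0 and hold no information on the single genes. With the block of RA replicates 2 and 3 with TA replicates 1 and 2, PSMB2 had a translation index of 0.012. With a library left out, the translation index lay between -0.32 and 0.18 for PSMB2, between -0.39 and 0.060 for TMEM107 and between -0.15 and 0.042 for UFSP1. None of these reversed values was past the adjusted p threshold of 0.05 in limma.

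Depth limits the lowest values. The smallest TR library had 3391897 counted reads, so that 1 RPKM stood for 10.8 reads at the median exon length. With every library thinned to that size, the SDs of TR, RA and TA were 1.52, 2.41 and 2.77, so part of the spread of RA and TA rests on values that the TR depth cannot show.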

Differences from the paper's values

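For the slope of RA replicate 2 on replicate 1 the value was 0.951 against the paper's 0.99, and none of the 13 alternatives set before the data were examined reached it. The slope of TR on RA was 0.359 against the paper's 0.5. None of the 18 alternatives set beforehand was within the replicate spread of the paper's value, and the nearest were a pseudocount of 1 (0.481), genes of at least 1 RPKM in each parameter (0.521) and no filter (0.540). The slope of TA on RA was 1.12 against the paper's 1.11. Of its 18 alternatives, 7 closed that gap, namely the geometric mean, non-coding and histone symbols left out, protein-coding genes, and the fits without RA replicate 1, without RA replicate 2, without TA replicate 1 and without TA replicate 2. The others did not.

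Expressed genes numbered 14305 against the paper's 12921, and none of the alternatives set beforehand, from 13509 to 15003 genes, gave that count. The SDs of TR, RA and TA were 1.57, 2.84 and 3.29 against the paper's 1.53, 2.38 and 2.77.

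The mean log2 value was 3.76 for TR against the paper's 3.85, 2.77 for RA against the paper's 3.18 and 2.26 for TA against the paper's 2.74. None of the 14 alternatives set before the data were examined closed these gaps. The minimum for TR was -5.37 against the paper's -2.68, and the pseudocount of 0.1 and the fit without TR replicate 2 closed that gap while the others did not. With that pseudocount the minimum is -3.32 for TR, RA and TA alike, set by the pseudocount itself, so its nearness to the paper's value holds no information. For RA the minimum was -9.62 against the paper's -6.02 and for TA -10.37 against the paper's -7.18, and none of the 14 alternatives reached either.

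Leaving out genes outside the 95% ellipse of the indices, an alternative chosen after seeing the values, kept 12862 genes and came near several of the paper's values. The means were then 3.82, 3.17 and 2.73 for TR, RA and TA, the minima -3.43, -5.83 and -7.08, and the SDs 1.53, 2.39 and 2.79. In that setting the slope of TR on RA was 0.465. The slope of TA on RA was 1.128 and that of RA replicate 2 on replicate 1 was 0.944. Both were further from the paper's 1.11 and 0.99 than without the ellipse (1.122 and 0.951).

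The slope of the translation index on the stability index was 0.160 against the paper's 0.19. Interquartile range outliers left out (0.186), the 99% ellipse (0.183) and separate RA libraries in the indices closed the gap, and the other alternatives set beforehand did not. After standardization r was 0.0649 against the paper's 0.12, and quantile normalization (0.0879), interquartile range outliers left out (0.0856) and the 99% ellipse (0.0904) came within the replicate spread of the paper's value, while the others did not. The 95% ellipse, chosen after seeing the values, gave 0.0925.

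The mean r after randomization was -0.572 against the paper's value of about -0.53 in Fig. 4B, read by eye, and the mean slope was -0.766 against about -0.68 in Fig. 4B, read by eye. None of the 4 alternatives closed either gap.

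For the UTR proportions of LSM against proteasome genes, the exact one-sided permutation p was 0.014 against the paper's p of 0.0004 from a t-test. Of the 2 alternatives, the longest transcript (exact permutation p = 0.00027) closed the gap and LSM1-7 (exact permutation p = 0.030) did not. That holds for the p alone. With the longest transcript the mean UTR proportions were 83.4% for LSM and 40.0% for proteasome genes. These were further from the paper's means than the 66.8% and 35.3% first computed. At the lowest UTR proportions r was 0.416 against the paper's value of about 0.5 in Fig. 6B, read by eye. The annotation's UTR proportions (0.466), genes of at least 1 RPKM in each parameter (0.462), interquartile range outliers left out (0.532) and the 99% ellipse (0.540) closed that gap, and the others did not.

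Some statements of the paper differ from the values found. The paper gives a lowest R-squared between replicates that is higher than the 0.921 of RA replicates 1 and 2 and the 0.928 of the TR replicates. The paper describes LSM1-7 as having relatively high stability indices, and LSM5 had -0.69, below the median of all genes of -0.50. The paper's description of their translation as largely lower than average allows exceptions, and for the group it does not differ from the values. The median translation index of LSM1-7 was at percentile 1.5 of lists matched on RA. LSM4 (-0.23) and LSM7 (-0.17) were exceptions, above the median of all genes of -0.47. The paper names CREB1 among mRNAs whose UTR proportion lies above a limit. The annotated CREB1 transcript with the longest coding sequence, at 86.6%, does not reach it.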

Other observations

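Tests on the replicate differences, the histone genes, the genes at the ends of the stability index and the gene families were chosen after the result was seen, as was the comparison with the same single RA library. Thinned libraries and the omission of overlapping genes were added after the first SDs and r were seen, and before their own results.

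The rise of the SD from TR to RA to TA was set against technical explanations. If the shallower TR libraries produced it, libraries of equal size should not show it. With every library thinned to the smallest TR library, the SD of RA still exceeded that of TR by 0.89, in place of 1.27. If TR reads from overlapping genes narrowed the TR distribution, leaving those genes out should remove the difference, and it was 1.22. The rule for expressed genes removes low TR values, and without a filter the difference was 1.15. Neither depth nor overlap therefore accounts for the rise, although depth moved its size, and the rise remained without a filter. Differences between the assays themselves, such as reads from intronless or unspliced RNA, were not tested, and no biological explanation was tested, as the design holds 1 condition.

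The positive r between the indices was treated in the same way. It was 0.262 with thinned libraries and 0.373 with overlapping genes left out. Depth and overlap therefore do not account for all of it, although depth moved its size. Given the RA level, the partial correlation fell to 0.131, and a shared dependence on the RA level may therefore account for much of the r of 0.391. RA is part of both indices, so conditioning on it may also remove a real relation, and these cannot be told apart. Error in RA should lower r. Using another RA library in each index raised r by 0.0133 over the mean of the 3 RA libraries in both indices, a rise smaller than the SD of 0.0419 between combinations of libraries. Set against the same single RA library in both indices, the rise was 0.101, which is consistent with a negative contribution of error in single RA libraries that averaging over replicates mostly removes.

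The low stability index of LSM8 could arise if its long annotated UTR inflated the exon length, which would lower RA more than TR. Among the 25 expressed genes with similarly long exons and a similarly high UTR proportion, the median stability index was -0.45 and LSM8 was at percentile 4. Its length class does not account for its index by this test, while over all genes it was at percentile 18.8. A comparison with other genes cannot show whether LSM8's own annotated UTR inflates its exon length, so that explanation stays open. No biological explanation was tested.

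The weakening of the relation between the indices at high UTR proportion was tested against exon length and RA level. With exon length and its product with the stability index in the model, the interaction was -0.111 (permutation p = 0.076), and with RA level it was -0.128 (permutation p = 0.014), against -0.116 without. With the annotation's UTR proportions these were -0.113 and -0.119, each at the smallest possible permutation p of 0.001. The interaction thus changed little with either adjustment, and in Table S3 it was not past the threshold before or after the adjustment for exon length.

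RNA-seq and polysome libraries with different numbers deviated together. Across 10825 genes, RA replicate 2 minus 1 correlated with TA replicate 1 minus 2 with an r of 0.562. Regressing out GC content and exon length left r at 0.567 over the 10655 genes with both. RA replicate 2 minus 1 had an r of only -0.140 with GC content and -0.00083 with exon length. For TA replicate 1 minus 2 these were -0.208 and 0.251. The adjustment thus had little to remove from the RA difference and more from the TA difference, and other technical causes remain open. A candidate explanation is that the cultures differed in cell-cycle state. A list of 93 cell-cycle marker genes was written from memory of a commonly used list and was not checked against a source. In this list the median of RA replicate 2 minus 1 was -1.65, and 98.9% of the genes were below 0. In 10000 lists matched on RA, the central 95% of the medians lay between -0.14 and 0.11. The median of TA replicate 1 minus 2 was -0.91, at percentile 0 of the matched lists, with 96.8% of the genes below 0. Leaving these genes out lowered r only from 0.562 to 0.546, so most of the correlation does not rest on them, and a difference in state between the cultures was not tested directly. RA replicate 2 minus 3 correlated with TA replicate 1 minus 2 more strongly, with an r of 0.741, and TA replicate 2 was closer to RA replicate 3 (R-squared 0.929) than to RA replicate 1 (0.911). Exchanged numbers 1 and 2 in 1 assay would therefore not account for the closest pair. The labels give no date or batch, so neither was tested further.

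Replication-dependent histone genes, 32 of them, had a median stability index of -8.09, with a median TR of 386 RPKM and a median RA of 1.62 RPKM. The central 95% of the medians of lists matched on TR lay between -0.79 and 0.94. The histone genes were at percentile 0, with 0 of 10000 lists as low. Their mRNAs carry no poly(A) tail, and a candidate explanation of the low index is their loss when mRNA was isolated with an mRNA kit for RA and TA, if that step selects poly(A) tails, which would leave the index no measure of stability. With non-coding and histone symbols left out, r between the indices was 0.380.

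Among genes with at least 1 RPKM in each parameter, the 100 lowest and the 100 highest in stability index were compared with the rest. A small RNA gene within the exons was no more frequent among the lowest, with 1 of 99 annotated genes (odds ratio 0.934, Fisher's exact test, two-sided, p = 1.0), which was TMEM107. Overlap with another protein-coding gene was found for 52.5% of the lowest against 30.7% of the rest (odds ratio 2.499, Fisher's exact p = 8.5e-06), so transcription of overlapping genes may contribute to the TR of some of them. Pseudogenes made up 17.0% of the highest against 0.573% of the rest (odds ratio 35.6, Fisher's exact p = 2.8e-18), and reads of spliced parent mRNAs placed on processed pseudogenes are a candidate explanation. No biological explanation was tested for either end.

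Some gene families, chosen after values were seen, differed from matched lists. The lists were matched on TR for the stability index and on RA for the translation index. All directions given here were the same with each index centred on its all-gene median, which was -0.14 for the stability index and -0.30 for the translation index over 10825 genes. The 75 cytosolic ribosomal protein genes had a median stability index of 1.46 (percentile 100) and a median translation index of -0.73 (percentile 0). The 77 mitochondrial ribosomal protein genes had 0.39 and 0.41, and the 45 NADH dehydrogenase subunit genes 0.78 and 0.44. For the 266 zinc finger genes named ZNF the medians were -1.44 and -0.54, at percentiles 0 and 3.54. The 16 keratin genes had a median translation index of 0.78 (percentile 100), and the 12 eIF3 genes a median stability index of 1.79 (percentile 100) with a median translation index at percentile 43.0. Paralogs and pseudogenes that share reads were not tested for these families, and they are given as values only.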
